# Schwann Cell‐Specific Ablation of Beclin 1 Impairs Myelination and Leads to Motor and Sensory Neuropathy in Mice

**DOI:** 10.1002/advs.202308965

**Published:** 2024-12-16

**Authors:** Lisa Gambarotto, Loris Russo, Silvia Bresolin, Luca Persano, Rachele D'Amore, Giulia Ronchi, Federica Zen, Luisa Muratori, Alice Cani, Samuele Negro, Aram Megighian, Sonia Calabrò, Paola Braghetta, Dario Bizzotto, Matilde Cescon

**Keywords:** autophagy, Beclin 1, motor function, myelination, neuropathy, Schwann cells, sensory function

## Abstract

The core component of the class III phosphatidylinositol 3‐kinase complex, Beclin 1, takes part in different protein networks, thus switching its role from inducing autophagy to regulating autophagosomal maturation and endosomal trafficking. While assessed in neurons, astrocytes, and microglia, its role is far less investigated in myelinating glia, including Schwann cells (SCs), responsible for peripheral nerve myelination. Remarkably, the dysregulation in endosomal trafficking is emerging as a pathophysiological mechanism underlying peripheral neuropathies, such as demyelinating Charcot‐Marie‐Tooth (CMT) diseases. By knocking out Beclin 1 in SCs here a novel mouse model (*Becn1* cKO) is generated, developing a severe and progressive neuropathy, accompanied by involuntary tremors, body weight loss, and premature death. Ultrastructural analysis revealed abated myelination and SCs displaying enlarged cytoplasm with progressive accumulation of intracellular vesicles. Transcriptomic and histological analysis from sciatic nerves of 10‐day and 2‐month‐old mice revealed pro‐mitotic gene deregulation and increased SCs proliferation at both stages with axonal loss and increased immune infiltration in adults, well reflecting the progressive motor and sensory functional impairment that characterizes *Becn1* cKO mice, compared to controls. The study establishes a further step in understanding key mechanisms in SC development and points to Beclin 1 and its regulated pathways as targets for demyelinating CMT forms.

## 1 Introduction

Schwann cells (SCs) are the most abundant population of glial cells in the peripheral nervous system (PNS), responsible for myelin production. Far from providing a mere supportive role to neurons, SCs are fundamental for proper PNS development and function.^[^ ^1^, ^2^ ^]^ SC precursors, derived from neural crest cells, differentiate into immature SCs in late embryonic stages, receiving signals released by developing axons, like Neuregulin 1 type III (NRG1‐III),^[^ ^3^, ^4^ ^]^ and then, in the early postnatal phase, they coordinate a process called radial sorting.^[^ ^5^ ^]^ Immature SCs, associating to and segregating axons larger than 1 µm in diameter at the periphery of bundles of growing axons, will acquire a 1:1 relationship with such large caliber axons, and will differentiate into pro‐myelinating SCs.^[^ ^5^ ^]^ On the other hand, immature SC will differentiate toward a non‐myelinating cell fate surrounding bundles of small caliber axons, including the C‐fiber nociceptors, the postganglionic sympathetic fibers, and some of the preganglionic sympathetic and parasympathetic fibers.^[^ ^6^ ^]^ These processes are tightly regulated by integrated signals. In particular, promyelinating SCs receive signals by both the axon and own basal lamina, resulting in the promotion of cell‐cycle exit and the cytoskeletal reorganization necessary for radial sorting and myelination initiation.^[^ ^7^ ^]^ Among others, the formation of phosphatidylinositol 3‐phosphate (PI3P), guided by class III‐phosphatidylinositol 3‐kinase (PIK3C3) activation, contributes to polarizing SCs and regulating membrane protrusion and wrapping.^[^ ^8^ ^]^ During their differentiation and function SCs undergo robust morphological and functional changes, which include membrane compaction and abundant lipid and protein production. It was shown that autophagy in these cells is fundamental for proper PNS development, promoting myelin compaction through the removal of SC cytoplasm during development,^[^ ^9^ ^]^ for membrane specification/recycling and for the maintenance of peripheral nerve homeostasis.^[^ ^10^ ^]^ Moreover, in the last years, a disruption of the autophagic flux as well as a dysregulation in endosomal sorting and related signaling have emerged as potential pathophysiological mechanisms underlying the most common form of inherited peripheral neuropathies, known as Charcot‐Marie‐Tooth (CMT) disease.^[^ ^11^ ^]^ Genes directly or indirectly impacting such processes, like the ones involved in phosphoinositide maintenance and homeostasis, were found mutated in either axonal (affecting the axons of peripheral neurons) or demyelinating (primarily affecting SCs) forms of CMT, although a thorough understanding of the molecular pathways involved is still missing.^[^ ^12^, ^13^, ^14^ ^]^

Particularly important in these pathways and never investigated so far in the context of SC differentiation and homeostasis is Beclin 1 protein. Beclin 1, the orthologue of yeast Atg6, is a core component of the PIK3C3 complex and, thanks to its involvement in the controlled production of PI3P via PI3KC3 activation, Beclin 1 exerts a crucial function in the regulation of membrane dynamics. Indeed, a role for Beclin 1 was described in vesicle formation, trafficking, and fusion, participating in the regulation of different autophagy steps and also in endocytosis, phagocytosis, vesicles transport, and membrane delivery.^[^ ^15^, ^16^, ^17^, ^18^ ^]^ Beclin 1 dysregulation is involved in several disorders, most notably cancer,^[^ ^19^, ^20^ ^]^ heart disease,^[^ ^21^ ^]^ and neurodegenerative diseases such as Alzheimer's, Huntington's and Parkinson's disease, and amyotrophic lateral sclerosis.^[^ ^22^, ^23^ ^]^ Nonetheless, since autophagy has increasingly become a key pathway in inherited peripheral neuropathies,^[^ ^11^ ^]^ the pivotal role of Beclin 1 in regulating autophagy and the endocytic pathway is expected to have a relevant impact in this context.

Since whole‐body *Becn1* homozygous null mice die early in embryogenesis,^[^ ^24^ ^]^ here we generated a conditional gene knockout specifically in SCs, to investigate the role that Beclin 1 exerts in these cells and in myelination. The newly generated mouse line resulted in a model for severe and progressive peripheral neuropathy, displaying involuntary tremors, progressive hindlimb paresis, decreased body weight, and diminished lifespan. Together with defective myelination, we described radial sorting defects, motor and sensory neuron impairments, immune infiltrate in adults, and a huge transcripts deregulation. Among the altered pathways at the basis of the observed severe neuropathic phenotype, a strong deregulation of the PI3K/AKT/mTOR pathway highlighted how Beclin 1 is able to coordinate integrated signaling pathways essential for SC maturation and nerve development and homeostasis.

## 2 Results

### 2.1 Generation and Validation of a Novel Schwann Cell‐Specific *Becn1* Knockout Mouse Model

To inactivate *Becn1* gene only in SCs, we crossed *Becn1^fl/fl^* mice, bearing *LoxP* sites flanking exons 4 to 7 of *Becn1* gene, with mice expressing Cre recombinase under the control of *Myelin protein zero* (*Mpz*) promoter, active in SCs since embryonic stage E13.5‐E14.5 (see Experimental Section and Figure S1a, Supporting Information).^[^ ^25^ ^]^ First, we validated the expected deletion of *Becn1* exons in SCs from the conditional knockout mice (*Becn1* cKO), by analyzing Beclin 1 transcript and protein levels in sciatic nerve extracts. *Becn1* transcript was significantly reduced in 10‐day‐ and 6‐month‐old *Becn1* cKO mice when compared with control and heterozygous (*Becn1* cHet) littermates. This was evident when considering exons in the site of deletion (exons 5–6) as well as exons upstream to the deletion site (exons 2–3), suggesting the occurrence of nonsense‐mediated decay on *Becn1* cKO transcripts (**Figure** **1**a). Moreover, we confirmed the significant reduction of Beclin 1 protein level in extracts from whole sciatic nerve from 10‐day‐ and 6‐month‐old *Becn1* cKO mice, when compared with control and *Becn1* cHet littermates (Figure 1b). As expected, a residual amount of Beclin 1 protein was detected, due to the contribution of other cell types, including axons, fibroblasts, and endothelial cells, in the protein lysates derived from sciatic nerves. To further confirm that Beclin 1 ablation occurred specifically in the myelinating glia of the PNS and not in the central nervous system, we verified that Beclin 1 transcript and protein levels were not altered in mRNA and protein extracts from the cerebellum (Figure S1b,c, Supporting Information). Altogether these data confirmed the correct ablation of Beclin 1 in the myelinating glia of the PNS.

**Figure 1:**
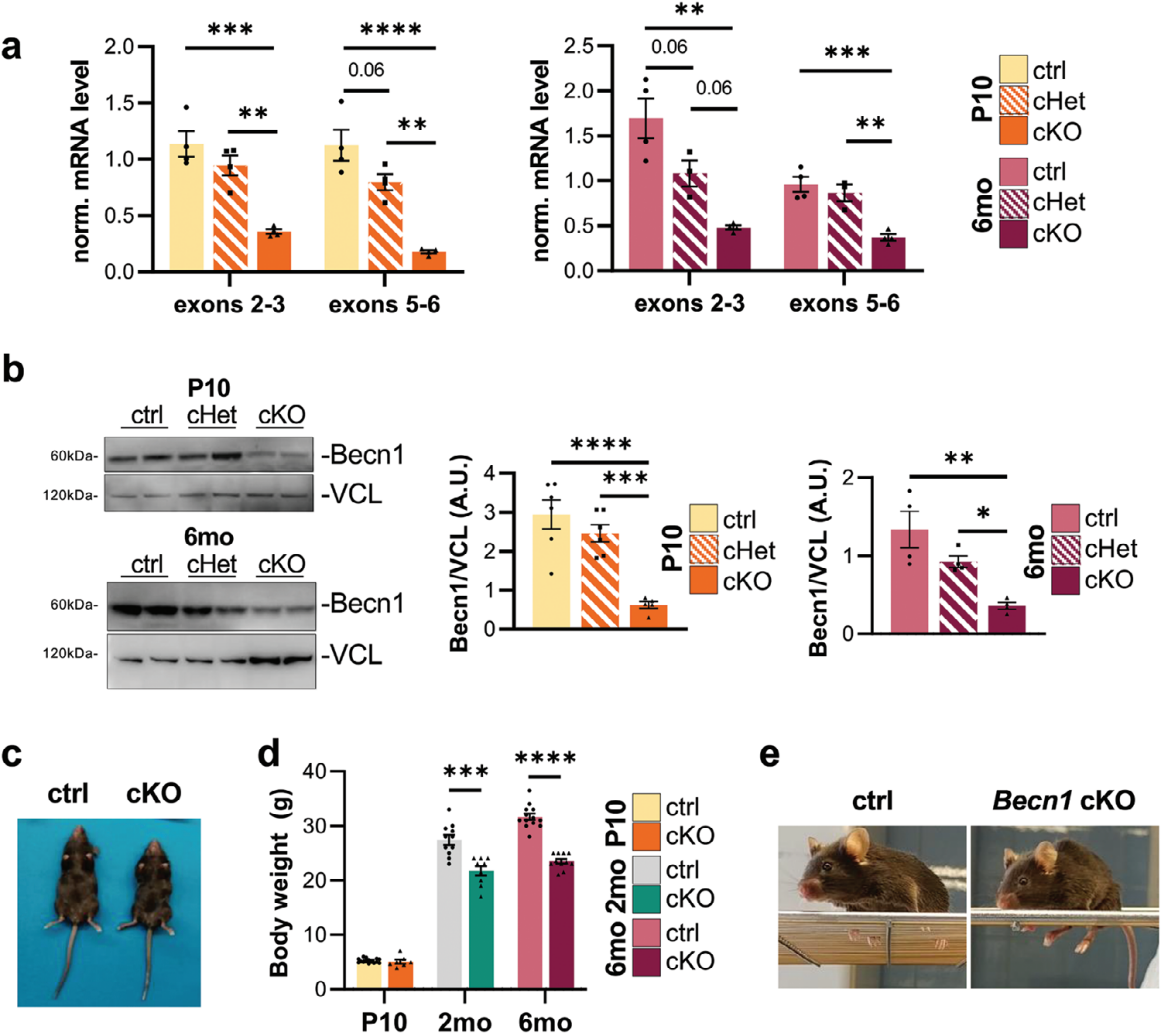
a) Normalized mRNA levels from RT‐qPCR analyses on two different regions (exons 2–3 and exons 5–6) of *Becn1* transcript in sciatic nerve of P10 and 6‐month‐old control, *Becn1* cHet and *Becn1* cKO mice (*n* = 3–4 mice each group; ^**^ *P* < 0.01; ^***^ *P* < 0.001; ^****^ *P*<0.0001; Ordinary one‐way ANOVA with Tukey's multiple comparison test). b) Representative western blot images and relative densitometric quantifications of Beclin 1 (Becn1) on total sciatic nerves protein extracts of P10 and 6‐month‐old control, *Becn1* cHet and *Becn1* cKO mice. Vinculin (VCL) was used as a loading control (*n* = 4–6 mice each group; ^*^ *P* < 0.05; ^**^ *P* < 0.01; ^***^ *P* < 0.001; ^****^ *P* < 0.0001; Ordinary one‐way ANOVA with Tukey's multiple comparison test). c) Representative ventral view of 2‐month‐old control and *Becn1* cKO mice. d) Body weight (g) of male control and *Becn1* cKO mice at P10 and at 2 and 6 months of age (*n* = 7–15 mice each group; ^***^ *P* < 0.001 ^****^ *P* <0.0001; Student's *t* test). e) Pictures of 6‐month‐old control and *Becn1* cKO mice, representing the inability to normally grab and stand on a grid of the adult *Becn1* cKO mice. 2 mo, 2‐month‐old; 6 mo, 6‐month‐old; ctrl, control; A.U., arbitrary units.

### 2.2 *Becn1* cKO Displayed a Severe Neuropathic Phenotype

The effects of Beclin 1 ablation in SCs were remarkably severe and overtly evident even at the first gross phenotypic evaluation. Since weaning, *Becn1* cKO mice displayed distinctive involuntary tremors already in resting conditions, with progressive motor impairment, particularly affecting posterior legs, leading to a prominent hindlimb paresis by the age of 6 months (representative videos of 2‐ and 6‐month‐old animals in Videos S1–S3, Supporting Information). This neuropathic condition was also accompanied by an overall smaller size (Figure 1c) and a marked body weight loss in adult *Becn1* cKO mice, when compared to control littermates (Figure 1d). Moreover, *Becn1* cKO mice progressively lost the ability to walk properly, with a noticeable inability to grab or stand on a grid (Figure 1e). 7 months of age was defined as the humane endpoint for *Becn1* cKO mice. Taken together these observations revealed that the lack of Beclin 1 in SCs led to a progressive and severe peripheral neuropathic phenotype, characterized by early onset of symptoms and a rapid progression, resulting in premature death.

### 2.3 Lack of Beclin 1 in SCs Impairs Myelination

Upon nerve dissection, at a gross examination, *Becn1* cKO sciatic nerves appeared thinner and more translucent when compared to control littermates (**Figure** **2**a), pointing to a major myelination defect. To better characterize such defect, we analyzed toluidine blue‐stained semi‐thin sciatic nerve transversal sections of postnatal day 10 (P10) pups and 2‐ and 6‐month‐old animals. Although nerves from control pups displayed signs of ongoing myelination, including abundant SC cytoplasm and not fully compacted and completed myelination, Beclin 1‐deficient nerves appeared already noticeably altered, displaying SCs with highly enlarged cytoplasm and only few myelinated axons (Figure 2b). In addition, 2‐ and 6‐month‐old *Becn1* cKO samples displayed much more severe phenotypic defects, with an almost complete absence of myelinated axons when compared to age‐matched controls (Figure 2b). Of note, the sciatic nerves of *Becn1* cHet animals appeared normal, being undistinguishable from age‐matched control samples (Figure S2a, Supporting Information). Ultrastructural analysis of sciatic nerves by transmission electron microscopy (TEM) further confirmed the early onset and progressive worsening of the phenotypic defects observed in *Becn1* cKO mice, unraveling that such impairments are already detectable also in P3 *Becn1* cKO pups (Figure 2c; Figure S2b, Supporting Information). Nonetheless, small and large caliber naked axons are evident throughout all the analyzed timepoints in cKO sciatic nerves (Figure 2c). The quantification of the number of myelinated axons per area highlighted this evidence, showing significantly reduced myelination in P3 *Becn1* cKO pups, ≈75% less myelinated axons per area in P10 *Becn1* cKO pups, and almost complete absence of myelination in 2‐ and 6‐month‐old *Becn1* cKO mice with respect to controls (Figure 2d). Interestingly, western blot experiments on median nerve protein extracts revealed that various myelin‐associated protein amounts, including myelin basic protein (MBP), myelin‐associated glycoprotein (MAG), myelin protein zero (MPZ) and 2′,3′‐Cyclic‐nucleotide 3′‐phosphodiesterase (CNP), were very strongly decreased in P10 *Becn1* cKO pups compared to controls (Figure 2e), and almost completely absent in 2‐ and 6‐month‐old *Becn1* cKO animals compared to controls (Figure 2f) and *Becn1* cHet (Figure S2c, Supporting Information). In agreement with the above data, immunofluorescence analysis of MBP and MPZ protein distribution in longitudinal sciatic nerve sections of P10 mice confirmed a dramatic decrease in myelin‐related proteins in mutant mice (Figure 2g). A more significant reduction in myelin staining was highlighted by immunofluorescence experiments against MBP in entire transversal sciatic nerve cryosections of 2‐month‐old *Becn1* cKO mice compared to controls (Figure S2d, Supporting Information). Importantly, transversal TEM optic nerve images showed that *Becn1* cKO nerves of the central nervous system were unaltered (Figure S2e, Supporting Information), and also the expression of myelin proteins in the cerebellum was unaffected in *Becn1* cKO samples (Figure S1c, Supporting Information), confirming that the defects were restricted to peripheral nerves, according to Cre recombinase expression. Altogether, these findings indicated that Beclin 1 deletion in SCs impairs myelination soon after birth, progressively worsening toward an almost complete absence of myelinated axons during adulthood, accompanied by the lack of myelin‐related proteins.

**Figure 2:**
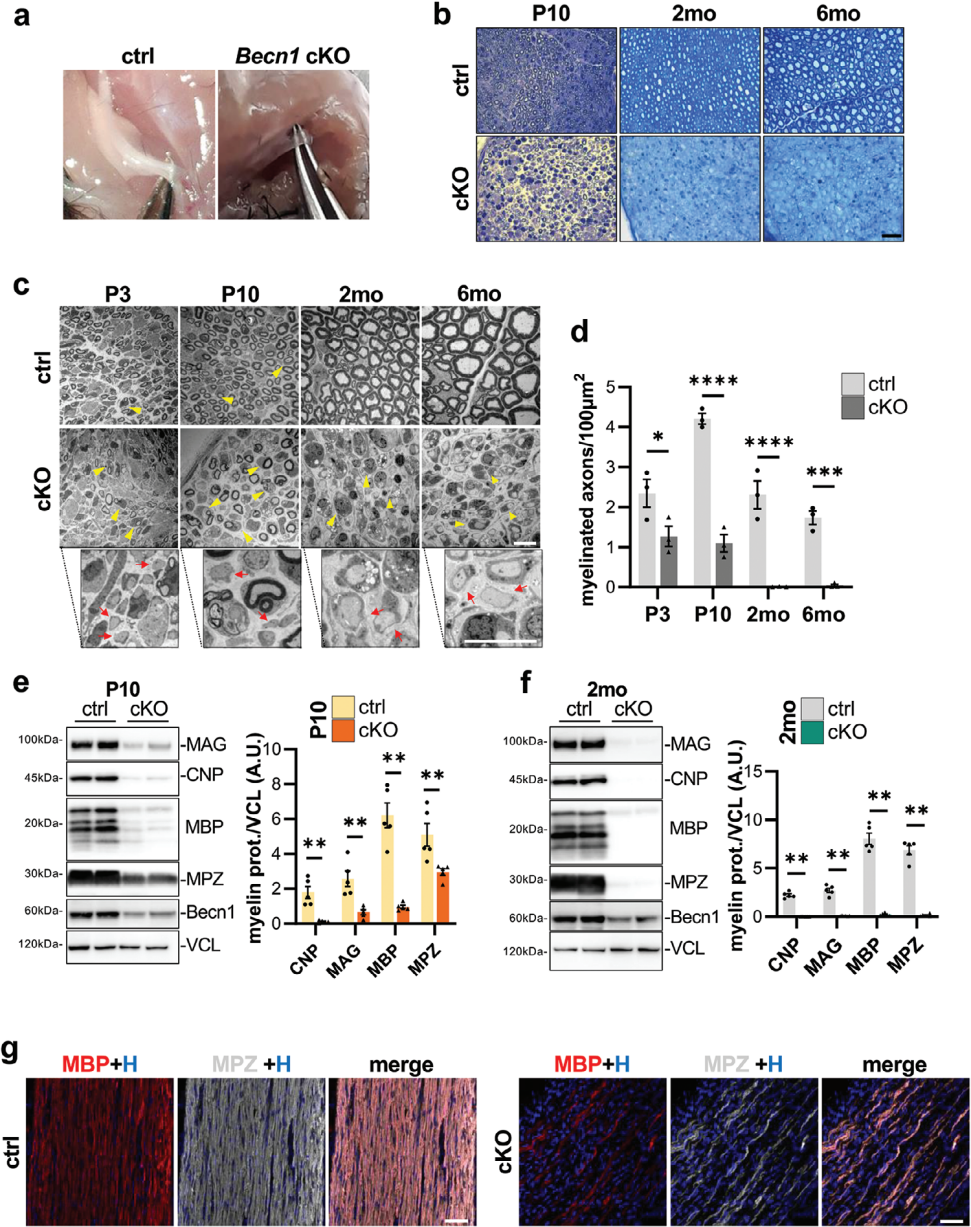
a) Representative images of exposed sciatic nerve during dissection of 2‐month‐old mice, showing the translucent and transparent appearance of *Becn1* cKO nerves when compared to the white appearance of nerves of control mice. b) Representative images of toluidine blue‐stained semithin sciatic nerve transversal sections from P10, 2‐month‐old, and 6‐month‐old control and *Becn1* cKO mice. Scale bar = 40 µm. c) Representative transmission electron microscopy images of sciatic nerve transversal sections from P3, P10, 2‐ and 6‐month‐old control and *Becn1* cKO mice. Arrowheads indicate enlarged SC cytoplasm. Enlargements are provided for cKO representative images, showing the presence of naked axons (red arrows). Scale bar = 10 µm. d) Quantification of the number of myelinated axons per 100 µm^2^ of area manually counted from images as in (c) (*n* = 3 mice each group; ^*^ *P* < 0.05; ^***^ *P* < 0.001; ^****^ *P* < 0.0001; 2‐way ANOVA with Holm‐Šídák's multiple comparisons test). e,f) Representative western blot images and relative densitometric quantifications of myelin proteins on total median nerves protein extracts of P10 (e) and 2‐month‐old (f) control and *Becn1* cKO mice. Vinculin (VCL) was used as a loading control (*n* = 5–6 mice each group; ^**^ *P* < 0.01; Mann‐Whitney U test). g) Representative confocal immunofluorescence images for myelin basic protein (MBP, red) and myelin protein zero (MPZ, grey) on longitudinal cryosection of sciatic nerves from P10 control and *Becn1* cKO mice. Nuclei were counterstained with Hoechst (H, blue). Scale bar = 50 µm. 2 mo, 2‐month‐old; 6 mo, 6‐month‐old; ctrl, control; A.U., arbitrary units.

### 2.4 Beclin 1 Ablation Induces the Accumulation of Vesicles and Autophagy‐Related Proteins in SCs

Beyond the remarkably affected myelination we observed, we further analyzed the ultrastructural appearance of *Becn1* cKO sciatic nerves. Starting already from P3 and P10 pups and worsening in adult mice, TEM images at higher magnification confirmed the presence of enlarged SC cytoplasm in *Becn1* cKO sciatic nerves, even when they are in a 1:1 association with axons. In addition, SCs displayed abnormal vesiculation, with a massive accumulation of intracellular material and organelles (**Figure** **3**a).

**Figure 3:**
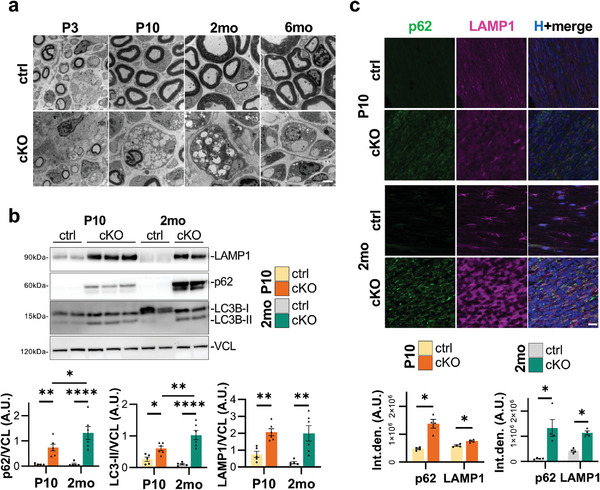
a) Representative high magnification transmission electron microscopy images of sciatic nerve transversal sections from P3, P10, 2‐month‐old and 6‐month‐old control and *Becn1* cKO mice. Scale bar = 2 µm. b) Representative western blot images and relative densitometric quantifications of the autophagy‐related proteins LAMP1, p62, and LC3B on total sciatic nerves protein extracts of P10 and 2‐month‐old control and *Becn1* cKO mice. Vinculin (VCL) was used as loading control (*n* = 5–6 mice each group; ^*^ *P* < 0.05; ^**^ *P* < 0.01; ^****^ *P* < 0.0001; 2‐way ANOVA with Holm‐Šídák's multiple comparisons test). c) Representative confocal immunofluorescence images and the relative integrated density quantification for p62 (green) and LAMP1 (magenta) on longitudinal cryosection of sciatic nerves from P10 and 2‐month‐old control and *Becn1* cKO mice. Nuclei were counterstained with Hoechst (H, blue); scale bar = 20 µm (*n* = 4 mice each group; ^*^ *P* < 0.05; Mann‐Whitney U test). 2 mo, 2‐month‐old; 6 mo, 6‐month‐old; ctrl, control; A.U., arbitrary units; Int.den., integrated density.

Considering the role of Beclin 1 in autophagy and vesicle trafficking regulation,^[^ ^26^ ^]^ we assessed the levels of some key autophagic and endosomal markers. First, western blot experiments revealed a remarkable accumulation of the autophagic receptor p62 in sciatic nerve protein extracts from P10 *Becn1* cKO pups compared to control mice, and even more evident in 2‐month‐old animals (Figure 3b), pointing to an increased requirement to degrade cytoplasmic material as well as to a diminished degradative competence of *Becn1* cKO SCs. p62 accumulation in *Becn1* cKO sciatic nerves was also confirmed by immunofluorescence analysis in longitudinal sections (Figure 3c), which appears consistent with p62‐positive dots marking at least some of the big vesicles observed in the ultrastructural micrographs. Beclin 1‐deficient sciatic nerves also showed a significant increase by western blot in the levels of the lipidated form of LC3B (LC3B‐II), marking autophagosomes, in P10 pups and significantly more in 2‐month‐old animals (Figure 3b). Moreover, concerning the late autophagic steps, the endo‐lysosomal marker LAMP1 was significantly upregulated in P10 and 2‐month‐old *Becn1* cKO sciatic nerves compared to control ones, as assessed both by western blot (Figure 3b) and immunofluorescence experiments (Figure 3c). Together these data underlined a clear autophagic impairment, compromising the ability to successfully process the degradative vesicles and contributing to their accumulation in the SC cytoplasm.

### 2.5 Transcriptional Analyses Revealed a Differential Impact of Beclin 1 Depletion at P10 and 2 Months of Age

To shed light on the processes involved in the development of the neuropathic phenotype observed in the *Becn1* cKO mouse line, we performed a transcriptomic analysis on sciatic nerve mRNA extracts from both P10 and 2‐month‐old control and *Becn1* cKO mice (Figure S3a, Supporting Information). 

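RNA from sciatic nerves of control and *Becn1* cKO mice at P10 and at 2 months was hybridized to Clariom S arrays, with 4 arrays in each of the 4 groups and 1 sample per array. The values are the robust multiarray averages made by the authors, on the log2 scale, for 22206 transcript clusters. They were summarized here to 19505 genes with a symbol. *Becn1* itself was lower in cKO nerves at both ages. Its mean was 8.61 ± 0.09 (SD, n = 4) in control and 8.26 ± 0.11 in cKO nerves at P10, a log2 change of -0.35 (standard error 0.10, adjusted p = 0.0397 from limma). At 2 months it was 8.45 ± 0.07 in control and 8.19 ± 0.06 in cKO nerves, a log2 change of -0.26 (adjusted p = 0.0312). The change was small at both ages, and leaving out a single array ended the call in 7 of the 8 fits at P10 and in 5 of the 8 at 2 months. The nerve also holds cells without Cre, and where on the transcript the probes lie is not known here, so *Becn1* is only a limited check of the labels. *Sqstm1*, which encodes the autophagy receptor p62, was higher by 1.17 at P10 and by 1.43 at 2 months. The first 2 principal components of the 5000 most variable transcript clusters held 41.41% and 36.53% of the variance, and the arrays of each group lay together on them. On the third component, with 5.98% of the variance, control P10 replicate 4 lay apart from its group at 31.7. In that array the mean of 28 skeletal muscle genes was 10.48, against 6.47 to 8.40 in the other control P10 arrays. Genes were compared between cKO and control nerves at each age with limma, and called at a Benjamini-Hochberg adjusted p under 0.05.

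**Figure D1:**
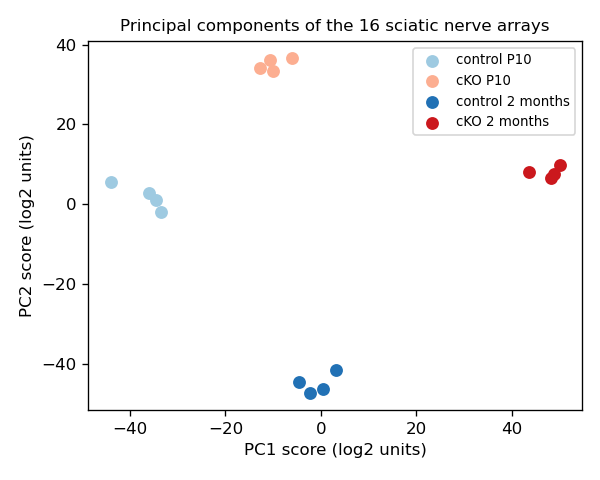
Scores of the 16 arrays on the first 2 principal components (horizontal and vertical axes, log2 units) of the 5000 most variable transcript clusters. Each point is 1 array, colored by genotype and age, and the 4 arrays of each group lie together.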

The analysis described a profound transcriptional dysregulation, with 718 differentially expressed genes (DEGs) in P10 samples and 1851 DEGs in 2‐month‐old samples (Figure S3b,c, Supporting Information). In particular, the unique downregulated genes in *Becn1* cKO compared to controls were 146 in P10 mice and 476 in 2‐month‐old mice; 330 DEGs were shared between animals of both ages (Figure S3d, Supporting Information). 

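At P10 the pigment-cell genes *Tyrp1*, *Trpm1*, *Pmel* and *Gpnmb* rose most in cKO nerves. The genes ranked here are all called without overlap between the groups. Of 17 pigment-cell genes, a list written after the values were seen, 8 were higher (8 adjusted over the list alone) and 9 were not called, and the median log2 change was 0.24. *Tyrp1*, which encodes a melanosome enzyme, rose from 5.02 ± 0.84 (SD, n = 4) in control to 12.68 ± 0.05 in cKO nerves, a log2 change of 7.67 (standard error 0.29, adjusted p = 1.4e-09 from limma). *Trpm1* (6.40), *Pmel* (4.79), *Gpnmb* (4.67), also a macrophage gene, and *Dct* (3.04) followed the same way, with *Lama1*, a laminin chain, at 3.91 and the calcium-binding protein gene *Calb2* at 3.78. *Hey2*, *Nav2* and *Cxcr4* rose by 3.43, 3.05 and 2.83. Those that fell most at P10 were *Vat1l* (-3.80), *Septin3* (-2.94), *St8sia5* (-2.90), *Wdr17* (-2.73), *Sptb* (-2.69), *Syna* (-2.65), *Mboat1* (-2.64), *Ddn* (-2.60), *Sbspon* (-2.56) and *Prr15* (-2.56). At 2 months the largest rise was that of *Jchain*, the joining chain of polymeric antibodies, at 5.16 (standard error 0.51, adjusted p = 1.79e-06). *Trpm1*, *Tyrp1* and *Pmel* were still higher, by 4.59, 4.45 and 4.24, though control arrays varied widely for *Tyrp1*, as the closing section gives. They were followed by *Calb2* (4.23), the potassium channel gene *Kcnj10* (3.54), *Nav2* (3.39), *Cxcr4* (3.29) and the mitotic kinase gene *Pbk* (3.15). *Wdr17* (-4.91), *Septin3* (-4.79), *Frzb* (-4.69), *Sptb* (-4.59) and the periaxin partner *Drp2* (-4.38) fell most, with *Elovl7* (-4.17), *Rimklb* (-4.16), *Adcy8* (-4.09), *Vat1l* (-3.90) and *B3gnt5* (-3.87). Of 19505 genes tested, 1068 were higher and 1451 lower in cKO nerves at P10, 12.9% of those tested. At 2 months 3600 were higher and 3022 lower, or 34% of those tested. With a log2 change of at least 1 besides, the counts were 228 higher and 318 lower at P10, and 718 higher and 641 lower at 2 months. Of all genes tested, 3290 at P10 and 6505 at 2 months showed no overlap between the groups, which chance alone gives for 2.86% of genes. The change of the cKO effect from P10 to 2 months was tested with an interaction term, which 1499 genes passed upward and 895 downward. With each array centred on its median these counts were 1302 and 975, and after a further quantile normalization 1193 and 1148, so the upward excess depends on the scaling.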

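Of the genes lower in cKO nerves, 1023 were called at both ages, 428 were lower at P10 and not at 2 months, and 1999 at 2 months and not at P10. Independent lists of these sizes would share 224.8 genes. The P10 calls were found again at 2 months for 70.5% of the genes, and 45 genes were lower at P10 but higher at 2 months. Genes of the Schwann cell and its myelin stood among those lower at both ages. *Drp2* fell by 2.29 on the log2 scale at P10 and *Fa2h*, which makes the hydroxylated fatty acids of myelin lipids, fell by 2.42 at that age. *Elovl7*, a fatty acid elongase gene, fell by 2.46. *Septin3*, *Wdr17* and *Sptb*, the last of which encodes a spectrin, fell further at 2 months, with interaction log2 values of -1.85, -2.18 and -1.89 (adjusted p = 0.000189, 4.67e-05 and 1.49e-05 from limma). *Vat1l* fell by about the same amount at the 2 ages (interaction -0.10, adjusted p = 0.84).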

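Higher at both ages were 829 genes, with 239 higher at P10 and not at 2 months, of which 13 were lower at 2 months, and 2771 higher at 2 months and not at P10, of which 45 were lower at P10. Independent lists would share 197.1, and 77.6% of the genes higher at P10 were also higher at 2 months. *Cxcr4*, *Calb2* and *Nav2* rose at both ages with no interaction called (adjusted p = 0.227, 0.523 and 0.659). *Gpnmb*, *Hey2* and *Dct* rose less at 2 months than at P10, with interaction log2 values of -1.81, -1.74 and -1.66 (adjusted p = 0.000304, 0.000352 and 0.000774). *Kcnj10* and *Pbk* rose more at 2 months (interaction 2.11 and 1.63). Over both directions, 1852 genes were called the same way at the 2 ages. The change was larger at 2 months in 1236 of them (66.7%), and the interaction was called for 351 that were larger and 40 that were smaller at 2 months. Of the 4712 genes called only at 2 months, the interaction was called for 1584. Of the 609 called only at P10, it was called for 221, so most of the genes called at a single age were not shown to differ between the ages.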

Upregulated genes in *Becn1* cKO compared to controls were 32 in P10 mice, 825 in 2‐month‐old samples, and 210 shared by animals of both ages (Figure S3e, Supporting Information). The gene set enrichment analysis (GSEA) with both Gene Ontology for Biological Processes (**Figure** **4**a) and Reactome (Figure 4b), showed a strong positive enrichment at both ages of many genes related to cell cycle regulation and cell division in *Becn1* cKO samples compared with controls. Thus, we monitored cell proliferation by immunofluorescence on longitudinal sciatic nerve sections of P10 pups, finding a significant increase in the percentage of proliferating SCs (SOX10 and Ki67‐positive) in *Becn1* cKO mice compared to controls (Figure 4c). 

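Genes of mitosis rose together in cKO nerves at both ages. At P10 all 29 measured genes of mitosis and cell division were higher, none was lower, and the count adjusted over the list alone was also 29. *Bub1*, a spindle checkpoint kinase gene, was higher by 1.58 (standard error 0.19, adjusted p = 4.03e-05 from limma), *Kif23* by 1.41, *Ttk* by 1.27 and *Hmmr* by 1.19. *Mki67*, which encodes the proliferation marker Ki67, had a mean of 10.00 ± 0.28 (SD, n = 4) in control and 11.08 ± 0.30 in cKO nerves at P10, and of 7.48 ± 0.43 and 9.56 ± 0.22 at 2 months. At 2 months 28 of the 29 genes were higher (28 adjusted over the list alone). *Cdk1*, the kinase that drives entry into mitosis, rose by 2.83 (standard error 0.15, adjusted p = 4.49e-09), *Bub1* by 2.41, *Kif20a* by 2.14 and *Nuf2* by 1.99. Of 28 genes of DNA replication, 22 were higher at P10 (25 adjusted over the list alone) and 20 at 2 months (21 adjusted over the list alone), and none was lower. They included the ribonucleotide reductase gene *Rrm2* (1.28 at P10 and 1.45 at 2 months), *Chaf1b* (1.47 at P10), *Uhrf1* (1.03 at P10), *Mcm2* (0.89 at P10) and *Pcna* (1.36 at 2 months). camera, the set test of limma run with a preset correlation, gave the mitosis list an adjusted p of 2.73e-29 at P10 and 2.04e-19 at 2 months. With an estimated correlation the adjusted p was 0.0586 at P10 and 0.044 at 2 months. For DNA replication it was 2.52e-18 at P10 (adjusted p = 0.0377 with an estimated correlation) and 1.66e-09 at 2 months (adjusted p = 0.012 with an estimated correlation). The mitosis list rose more at 2 months (interaction adjusted p = 0.000497 from camera, adjusted p = 0.353 with an estimated correlation), with the interaction called upward for 9 genes and downward for 1. The 2-month rise came beside a rise of the macrophage list, whose mean went from 7.81 in control to 9.38 in cKO nerves at that age, and arrays of whole nerve do not tell which cells the mitosis genes come from.

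**Figure D2:**
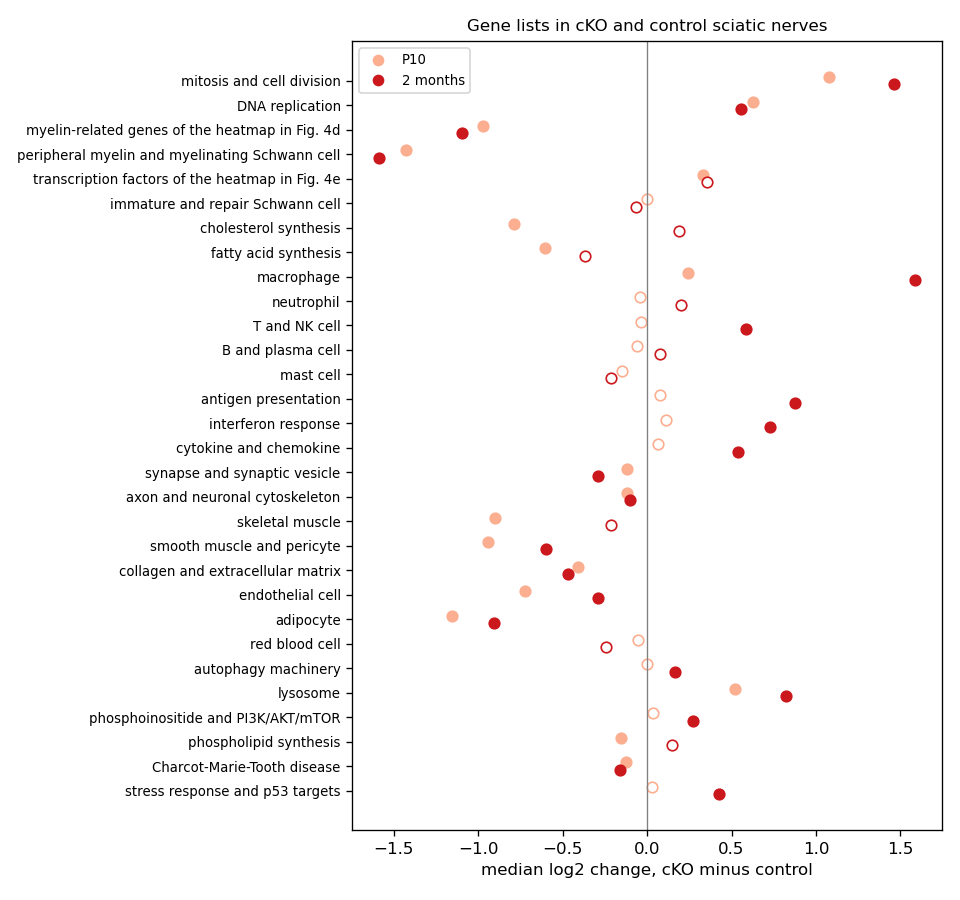
Median log2 change (cKO minus control, horizontal axis) of the measured members of each of 30 gene lists, at P10 (light points) and 2 months (dark points). Filled points are lists called by camera at an adjusted p under 0.05 with the preset correlation, and the largest upward median at P10 is that of mitosis and cell division.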

Not only the percentage of proliferating SCs were increased but also the number of total nuclei resulted significantly higher in *Becn1* cKO nerves compared to controls (Figure 4c), as well as it was qualitatively detectable also in samples of other ages (e.g., Figure 3c). These data support an increase in SCs proliferation when Beclin 1 is missing, from early time points onwards, well reflected by a marked decrease in the expression of late differentiation markers (Figure 4d). 

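Genes of peripheral myelin and of the myelinating Schwann cell fell in cKO nerves at both ages. At P10, 20 of 21 measured genes were lower, none was higher, and the count adjusted over the list alone was 20. At 2 months 19 were lower and none higher (19 adjusted over the list alone). Other resident cells also fell at P10, with 14 of 15 endothelial and 10 of 14 adipocyte genes lower and none higher. A changed mix of cells was not tested at that age. *Mbp*, which encodes myelin basic protein, had a mean of 13.17 ± 0.13 (SD, n = 4) in control and 12.01 ± 0.09 in cKO nerves at P10. At 2 months its means were 12.99 ± 0.11 and 10.65 ± 0.16, a log2 change of -2.33 (standard error 0.10, adjusted p = 4.44e-10 from limma), and it fell further at 2 months than at P10 (interaction -1.17, adjusted p = 1.58e-05). *Ugt8a*, which makes the galactolipids of myelin, changed by -3.67 at 2 months and *Dusp15* by -3.48. *Mag*, the gene of myelin-associated glycoprotein, changed by -2.07 at P10 and -1.19 at 2 months, a smaller fall at the later age (interaction 0.88, adjusted p = 0.00809). Of the 12 genes drawn in Fig. 4d, 10 were measured under their symbols. *Ncmap* (-2.09 and -2.59 at P10 and 2 months), *Pmp2* (-1.73 and -1.68), *Mal* (-1.65 at both ages), *Cnp* (-1.40 and -1.05), *Pmp22* (-0.63 and -1.14) and *Mpzl2* (-0.68 and -0.57) fell at both ages. The call of *Pmp22* at P10 was lost after a further quantile normalization (adjusted p = 0.17), and that of *Mpzl2* without any of 5 arrays at each age (adjusted p up to 0.0976 and 0.0832). *Mobp* fell at P10 (-0.78) and was -0.32 at 2 months (adjusted p = 0.0842). *Mog* (-0.18 and 0.12) and *Mpzl3* (0.02 and -0.02) were not called at either age. This makes 8 lower at P10 and 7 at 2 months (8 at each age adjusted over the list alone), and since the study drew these genes from the same nerves, the counts are not independent evidence of the direction. camera gave the myelin list an adjusted p of 7.53e-30 at P10 (adjusted p = 0.0377 with an estimated correlation) and 3.9e-17 at 2 months (adjusted p = 0.144 with an estimated correlation). The genes of Fig. 4d had 3.13e-11 at P10 (adjusted p = 0.0491 with an estimated correlation) and 3.49e-06 at 2 months (adjusted p = 0.151 with an estimated correlation). The interaction of the myelin list was called downward (adjusted p = 0.00229, and adjusted p = 0.439 with an estimated correlation). Of 21 genes of the immature and repair Schwann cell, 4 were higher and 2 lower at P10, and 5 were higher and 4 lower at 2 months, with the same counts adjusted over the list alone, and the list was not called (adjusted p = 0.519 and 0.505 from camera). *Ncam1* rose by 0.90 at P10, while *L1cam* (-0.71) and *Ngfr* (-0.65) fell. *Mcam* (1.18) and *Btc* (1.39) rose at 2 months, while *Cdh2* fell by 1.63. *Gap43* was not called (-0.05 and -0.07), and *Atf3* was lower by a log2 value of -0.37 at 2 months (adjusted p = 0.0493), with no interaction called (adjusted p = 0.326).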

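The 12 transcription factor genes of Fig. 4e moved both ways in cKO nerves. At P10, 4 were higher, 2 were lower and 6 did not pass the test, and at 2 months 6 were higher, 3 lower and 3 did not pass. Adjusted over the list alone, 6 were higher and 2 lower at P10, and 6 and 3 at 2 months. The study drew these genes from the same nerves, so the counts are not independent evidence of their direction. *Sox10*, the lineage factor that Schwann cells express at every stage, was 9.64 ± 0.19 (SD, n = 4) in control and 9.97 ± 0.19 in cKO nerves at P10 (adjusted p = 0.115 from limma). At 2 months it rose by 0.56 (adjusted p = 0.000695). *Sox9* fell by 0.66 at 2 months (adjusted p = 0.0141) and was -0.22 at P10 (adjusted p = 0.206). *Jun*, a factor of the repair Schwann cell, was 0.11 at P10 and -0.11 at 2 months (adjusted p = 0.771 and 0.647). As a set, the list was called upward at P10 (adjusted p = 0.0204 from camera, adjusted p = 0.106 with an estimated correlation and 0.0755 with a filter on dim genes) and not at 2 months (adjusted p = 0.201).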

Interestingly, transcriptomic data also highlighted a clear deregulation of several transcription factors (TFs) directly modulating SC differentiation in *Becn1* cKO nerves compared to controls, maintaining SCs in an immature state (Figure 4e). 

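*Tfap2a* and *Pax3*, transcription factor genes of the Schwann cell precursor, were higher in cKO nerves at 2 months. *Tfap2a* rose by 0.88 at that age (standard error 0.17, adjusted p = 0.000982 from limma) and *Pax3* by 0.59 (standard error 0.14, adjusted p = 0.00331). At P10 the values were 0.46 for *Tfap2a* (adjusted p = 0.122) and 0.33 for *Pax3* (adjusted p = 0.205), and neither passed the test over all genes. The cKO effect was not called different between the ages for either gene (interaction adjusted p = 0.339 and 0.499). *Tfap2a* had means of 4.60 ± 0.36 (SD, n = 4) and 4.26 ± 0.39 in control nerves at P10 and 2 months, and *Pax3* of 6.35 ± 0.29 and 6.20 ± 0.23. At 2 months the 4 cKO arrays lay above the 4 control arrays for both genes.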

SC precursors’ TFs including *Tfap2a* and *Pax3* ^[^ ^27^, ^28^ ^]^ resulted overexpressed in P10 and adult *Becn1* cKO nerves, whereas they were switched off in control ones, as expected. 

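The POU factor gene *Pou3f1*, which encodes the promyelinating factor Oct6, rose in cKO nerves from 7.90 ± 0.15 (SD, n = 4) to 9.19 ± 0.06 at P10, a log2 change of 1.29 (standard error 0.11, adjusted p = 1.5e-06 from limma). At 2 months it rose by 1.58 (adjusted p = 1.22e-06). In control nerves *Pou3f1* went down from P10 to 6.54 ± 0.26 at 2 months. *Pou3f2*, the gene of the related factor Brn2, was higher at P10 by 0.61 (standard error 0.12, adjusted p = 0.00325). At 2 months its log2 value was 0.15 (adjusted p = 0.426). The cKO effect was not called different between the ages for *Pou3f2* (interaction -0.46, adjusted p = 0.103) or *Pou3f1* (interaction adjusted p = 0.374).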

As well, *Pou3f1* and *Pou3f2*, expected to be downregulated in postnatal stages,^[^ ^29^ ^]^ were still upregulated in cKO nerves at P10. On the other hand, *Sox2* and *Id2*, TFs expressed by premyelinating SCs, known to be negative regulators of advanced myelination,^[^ ^30^, ^31^, ^32^ ^]^ persisted as strongly upregulated in P10 and 2‐month‐old cKO nerves. 

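*Sox2* had a mean of 7.58 ± 0.43 (SD, n = 4) in control and 9.41 ± 0.11 in cKO nerves at P10, a log2 change of 1.83 (standard error 0.17, adjusted p = 4.55e-06 from limma). At 2 months it was higher by 1.31 (standard error 0.12, adjusted p = 7.59e-07), with no interaction called (adjusted p = 0.141). *Id2*, an inhibitor of basic helix-loop-helix factors, was higher by 2.21 at P10 (standard error 0.19, adjusted p = 2.14e-06) and by 3.18 at 2 months (standard error 0.20, adjusted p = 2.23e-08). Its rise was larger at 2 months (interaction 0.98, adjusted p = 0.0452), and at that age *Id2* went from 7.87 ± 0.55 in control to 11.06 ± 0.19 in cKO nerves. In every comparison the 4 cKO arrays lay above the 4 control arrays.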

According to a strong inhibitory impact on myelination, *Egr2*, *Myrf*, and *Myrfl* expression appeared downregulated in cKO nerves compared to age‐matched control nerves (Figure 4e). 

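*Egr2*, which encodes the master factor of Schwann cell myelination Krox20, fell in cKO nerves at both ages. Its mean was 10.99 ± 0.19 (SD, n = 4) in control and 10.41 ± 0.19 in cKO nerves at P10 (log2 change -0.58, adjusted p = 0.00563 from limma). At 2 months it was 9.70 ± 0.26 and 8.07 ± 0.36 (-1.63, adjusted p = 1.93e-06), a larger fall than at P10 (interaction -1.04, adjusted p = 0.00366). *Myrfl* changed by -2.24 at P10 (standard error 0.12, adjusted p = 3.16e-08) and by -2.86 at 2 months (standard error 0.19, adjusted p = 3.59e-08). *Myrf* was at 5.46 ± 0.03 in control and 5.51 ± 0.22 in cKO nerves at P10, and at 5.61 ± 0.12 and 5.45 ± 0.19 at 2 months, and it was not called at either age (adjusted p = 0.884 and 0.402). The paper describes higher *Sox2*, *Id2* and precursor factors and lower *Egr2*, *Myrf* and *Myrfl*. From these and the heatmaps in Fig. 4d,e it states that Schwann cells without Beclin 1 stay in an immature state. It reads the fall of late differentiation markers beside the rise in proliferation. It adds SOX2 staining in adult nerves, and takes c-Jun staining at P10 to point to de-differentiation of some Schwann cells.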

Notably, immunofluorescence analysis showed persistent SOX2 staining in 2‐month‐old sciatic nerve sections, but not in control ones (Figure S4a, Supporting Information).

**Figure 4:**
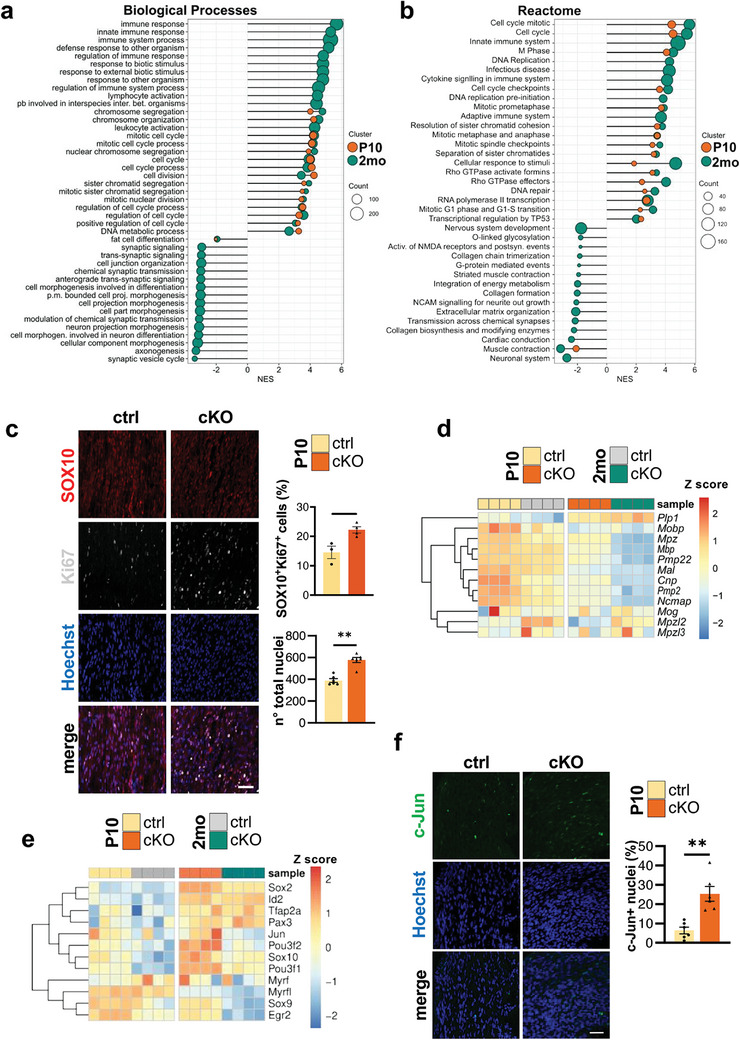
a,b) Dot plot summarizing the most significant positively (top 15) and negatively (top 15) enriched terms for Biological Processes Gene Ontology (a) and Reactome (b) in P10 and 2‐month‐old sciatic nerve DEGs. The size of the circle corresponds to the count of genes enriched in each gene sets. c) Representative confocal immunofluorescence images and the relative quantification of the percentage of both SOX10 (red) and Ki67 (grey) positive nuclei on total nuclei number, and of total nuclei number on longitudinal cryosection of sciatic nerves from P10 control and *Becn1* cKO mice. Nuclei were counterstained with Hoechst (blue); scale bar = 30 µm (*n* = 6 nerves sampled from 3 mice each group; ^*^ *P* < 0.05; ^**^ *P* < 0.01; Mann‐Whitney U test). d) Heatmap displaying the individual expression of myelin‐related genes. e) Heatmap displaying the individual expression of transcription factors involved in SC differentiation. f) Representative confocal immunofluorescence images and the relative quantification of the percentage of c‐Jun (green) positive nuclei on total nuclei number, on longitudinal cryosection of sciatic nerves from P10 control and *Becn1* cKO mice. Nuclei were counterstained with Hoechst (blue); scale bar = 50 µm (*n* = 6 nerves sampled from 4 mice each group; ^**^ *P* < 0.01; Mann‐Whitney U test). NES, Normalized Enrichment Score; 2 mo, 2‐month‐old; ctrl, control; A.U., arbitrary units.

At P10 an increased percentage of c‐Jun‐positive nuclei was also present in cKO compared to controls (Figure 4f), pointing to a fraction of SCs undergoing de‐differentiation.^[^ ^33^ ^]^ Indeed, mutant nerves displayed a low percentage of preserved myelinated axons at P10, but classical features related to myelin degradation were hardly detectable either at P10, where myelination is not yet completed, as well as at 2 months of age, when instead myelinated axons already disappeared in cKO samples (Figure 2c,d). To investigate how myelin was cleared between the stage of P10 and 2 months of age, we assessed nerve ultrastructure by TEM analysis at an intermediate timepoint. At P21, myelin membranes undergoing degradation were widely detectable (Figure S4b, Supporting Information). Remarkably, at this stage we observed myelin debris undergoing exocytosis in demyelinating SCs, together with macrophages containing myelin membranes undergoing terminal degradation, which contacted axons underneath SC basal lamina (Figure S4c, Supporting Information), pointing at exocytosis and macrophage phagocytosis as main responsible for myelin clearance.^[^ ^34^ ^]^

Moreover, looking at the GSEA (Figure 4a,b), a great upregulation in genes related to immune response specifically appeared in 2‐month‐old *Becn1* cKO samples, while were absent in P10 *Becn1* cKO ones, suggesting a progressive immune infiltration in adult *Becn1* cKO mice. 

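Most of the listed genes of macrophages, T and NK cells, antigen presentation and the interferon response rose in cKO nerves at 2 months. Of 10 genes listed as resident macrophage genes, 9 were lower (9 adjusted over the list alone). That list was chosen once values of some members were known, and it does not stand for all macrophages resident in the nerve. Of 23 macrophage genes, 20 were higher and 1 was lower (20 and 1 adjusted over the list alone), with *Aif1*, which encodes Iba1, going from 4.84 ± 0.16 (SD, n = 4) in control to 7.76 ± 0.23 in cKO nerves, a log2 change of 2.92 (standard error 0.14, adjusted p = 1.65e-09 from limma). *Ms4a7* (2.81), *Cx3cr1* (2.48) and the complement gene *C1qc* (1.81) rose with it. Of 20 T and NK cell genes, 13 were higher (14 adjusted over the list alone), among them *Cd28* (1.49), *Cd8b1* (1.46), *Il2rb* (1.32) and *Cd3g* (1.25). Of 15 antigen presentation genes, 11 were higher and 2 lower (11 and 2 adjusted over the list alone), led by *H2-D1* (1.62), *H2-K1* (1.42), *Psmb8* (1.12) and *B2m* (1.11). Of 23 interferon response genes, 18 were higher (19 adjusted over the list alone), such as *Cxcl10* (3.03), *Ifit1* (1.55), *Bst2* (1.45) and *Irgm1* (1.26). Of 24 cytokine and chemokine genes, 12 were higher and 3 lower (13 and 3 adjusted over the list alone), with *Cxcl5* at 2.65, *Ccl3* at 1.99 and *Cxcl16* at 1.80. *Tlr2* rose by 2.04, *Ccl2* by 1.58, *Tgfb1* by 1.24, *Il1b* by 1.03, *Tnf* by 0.78 and *Cxcl1* by 0.69. *Cd44* rose at both ages, by 2.03 at P10 and 2.66 at 2 months, and *S100a9* by 0.79 at 2 months (adjusted p = 0.0187). camera called all 5 lists upward at 2 months. The adjusted p was 4.61e-16 for macrophages (adjusted p = 0.0804 with an estimated correlation), 1.72e-06 for T and NK cells (adjusted p = 0.0159 with an estimated correlation), 3.31e-05 for antigen presentation (adjusted p = 0.148 with an estimated correlation), 2.95e-09 for the interferon response (adjusted p = 0.151 with an estimated correlation) and 0.000172 for cytokines (adjusted p = 0.167 with an estimated correlation). With a filter on dim genes the calls for T and NK cells (adjusted p = 0.102) and cytokines (adjusted p = 0.0691) were lost.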

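Of 14 neutrophil genes, 5 were higher at 2 months (5 adjusted over the list alone), among them *Csf3r* (1.89), *Retnlg* (1.42) and *S100a8* (1.26). The list was not called (adjusted p = 0.148 from camera), but was without control 2-month replicate 3 (adjusted p = 0.0463). fry, which tests a list against no change and not against the other genes, gave an adjusted p of 0.0242. Of 10 B and plasma cell genes, 4 were higher (4 adjusted over the list alone), namely *Jchain*, *Cd22* (1.35), *Cd79b* (0.79) and *Mzb1* (0.73), with an adjusted p of 0.144 from camera. Of 10 mast cell genes, 2 were higher and 3 lower (2 and 4 adjusted over the list alone, adjusted p = 0.51 from camera). The higher mast cell genes were *Kit* (1.61), which melanocytes also express, and *Hdc* (0.65). At P10, 3 of the macrophage genes were higher and none was lower (4 adjusted over the list alone): *Gpnmb*, *Cd84* (0.71) and *Ms4a7* (0.69). The list was called at P10 with the preset correlation (adjusted p = 0.000437 from camera, adjusted p = 0.278 with an estimated correlation). None of the neutrophil, T and NK cell or B and plasma cell genes was called at P10 (adjusted p = 0.917, 0.865 and 0.917 from camera). Of the mast cell genes, *Kit* was higher (2.47) and *Cpa3* lower (-0.77) at that age (1 higher and 4 lower adjusted over the list alone, adjusted p = 0.88 from camera). Of the antigen presentation genes at P10, *B2m* was higher (0.79), while *H2-DMa* (-2.27) and *H2-DMb1* (-2.37) fell (3 higher and 3 lower adjusted over the list alone, adjusted p = 0.948 from camera). The interferon list had 3 higher and 1 lower (3 and 1 adjusted over the list alone, adjusted p = 0.255), with *Cxcl10* at 1.14, and the cytokine list 1 higher and 1 lower, *Tgfb1* (0.49) and *Cxcl12* (-0.64) (1 and 1 adjusted over the list alone, adjusted p = 0.703). The test of the difference in the cKO effect between the ages was called upward for the macrophage, T and NK cell, antigen presentation, interferon and cytokine lists. With an estimated correlation it was lost for the interferon (adjusted p = 0.177) and cytokine lists (adjusted p = 0.0707), and with a filter on dim genes for T and NK cells (adjusted p = 0.2). *Tlr2* had an interaction log2 value of 2.26 (adjusted p = 1.11e-08 from limma), *Ccl2* of 1.26 (adjusted p = 0.00117) and *Tnf* of 0.93 (adjusted p = 0.00428). From gene sets of the immune response at 2 months and not at P10 (Fig. 4a,b), the paper proposes a progressive immune infiltration of the nerve in adult cKO mice. It adds higher CD44, S100A9 and CD68 protein and more CD68-positive cells in adult cKO nerves.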

We further validated the presence of neutrophil and macrophage markers in sciatic nerve protein extracts, unraveling a significant increase in CD44, S100A9, and CD68 protein levels in 2‐month‐old *Becn1* cKO mice compared to age‐matched controls as well as to P10 samples (**Figure** **5**a). Immunofluorescence analysis further confirmed an increase of CD68‐positive cells in 2‐month‐old *Becn1* cKO sciatic nerves (Figure 5b). To assess whether the observed immune response was triggered by SCs undergoing cell death, we performed TUNEL on cryosections of sciatic nerves from P10 and 2‐month‐old mice. While analysis at P10 did not highlight increased apoptosis in cKO nerves (Figure 5c), apoptotic nuclei were significantly increased in adult cKO nerves compared to controls (Figure 5d). These data point to the recruitment of inflammatory cells to the peripheral nerves in later stages, in the presence of progressively altered SCs due to Beclin 1 lack. On the other hand, the downregulated genes in *Becn1* cKO samples highlighted impairments in nervous system development, synaptic signaling, neuronal morphogenesis, neurite outgrowth, and muscular contraction, underlying how the observed phenotypic defects are reflected also by transcriptional responses in adult mice, and how the presence of alterations in SCs in adults starts impacting also the neuronal counterpart (Figure 4a,b).

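Of 26 genes of the synapse and of synaptic vesicles, 10 were lower in cKO nerves at 2 months and none higher (10 adjusted over the list alone), and 16 were not called. *Pclo*, which encodes the presynaptic scaffold protein Piccolo, was 7.00 ± 0.69 (SD, n = 4) in control and 3.82 ± 0.05 in cKO nerves at that age, a log2 change of -3.18 (standard error 0.25, adjusted p = 1.63e-07 from limma). The calcium channel gene *Cacna1a* (-1.44), *Snap25* (-1.39) and *Nlgn1* (-1.38) fell with it. At P10, 3 genes were lower, *Pclo* (-1.67), *Cacna1a* (-1.58) and *Syp* (-0.79), and 5 adjusted over the list alone. camera gave the list an adjusted p of 0.000158 at 2 months (adjusted p = 0.0804 with an estimated correlation) and 0.00972 at P10 (adjusted p = 0.106 with an estimated correlation). Of 23 genes of the axon and the neuronal cytoskeleton, 8 were lower and 1 was higher at 2 months, and 4 were lower and 1 higher at P10, with the same counts adjusted over the list alone. At 2 months they included the axonal potassium channel genes *Kcna1* (-1.76) and *Kcna2* (-1.03). *Cntn1* was lower at both ages (-1.56 at 2 months), as was *Sncg* (-1.29 at P10 and -1.71 at 2 months), and *Stmn2* by 0.69 at P10, while *Map1b* rose by 0.57 at P10. The adjusted p was 0.0113 at 2 months (adjusted p = 0.242 with an estimated correlation) and 0.0302 at P10 (adjusted p = 0.153 with an estimated correlation). The gene of the neuronal intermediate filament *Prph* was not called (-0.18 and -0.15). The cell bodies of motor and sensory neurons do not lie in the sciatic nerve, and Schwann cells also express several of these genes. Of 28 skeletal muscle genes, 1 was called at 2 months, the calcium store gene *Casq1* at -0.89 (adjusted p = 0.00517), and none at P10, with the same counts adjusted over the list alone. At 2 months the list was not called (adjusted p = 0.229 from camera). At P10 it was called downward with the preset correlation (adjusted p = 0.0113, adjusted p = 0.743 with an estimated correlation). Its array means at P10 ran from 6.47 to 10.48 in control and from 6.00 to 8.28 in cKO nerves, and without control P10 replicate 4, the array with the highest mean, the adjusted p was 0.747, and without cKO P10 replicate 3 it was 0.275. *Myh2* had a log2 value of -2.74 with a standard error of 1.20 (adjusted p = 0.179). Genes of smooth muscle and pericytes fell, with 9 of 13 lower at P10 (11 adjusted over the list alone) and 8 at 2 months (11 lower and 1 higher adjusted over the list alone). *Tagln* changed by -1.40 at P10 and -1.66 at 2 months, *Mylk* by -1.06 and -1.34, *Acta2* by -1.47 at P10 and *Synpo2* by -1.48 at 2 months. The adjusted p from camera was 4.72e-08 at P10 (adjusted p = 0.106 with an estimated correlation) and 0.000121 at 2 months (adjusted p = 0.242 with an estimated correlation).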

**Figure 5:**
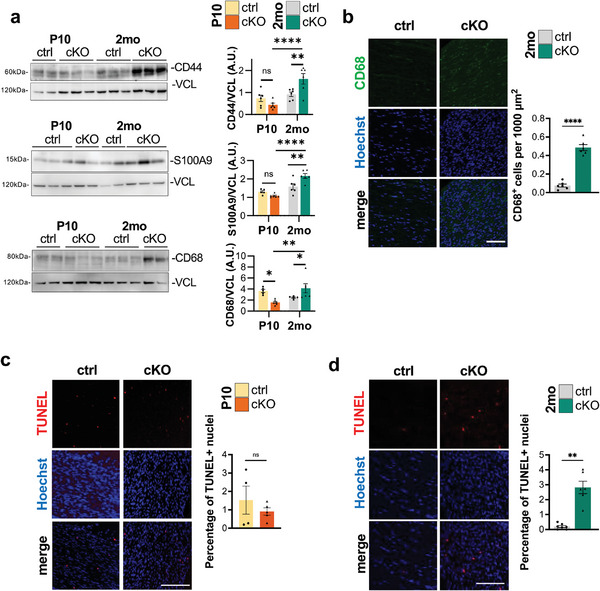
a) Representative western blot images and the relative densitometric quantifications of the immune‐related markers CD44, S100A9, and CD68 on total sciatic nerves protein extracts of P10 and 2‐month‐old control and *Becn1* cKO mice. Vinculin (VCL) was used as loading control (*n* = 5–6 mice each group; ns, not significant; ^*^ *P* < 0.05; ^**^ *P* < 0.01; ^****^ *P* < 0.0001; 2‐way ANOVA with Holm‐Šídák's multiple comparisons test). b) Representative confocal immunofluorescence images and the relative quantification of the number of CD68‐positive cells (green) per area, on longitudinal cryosection of sciatic nerves from 2‐month‐old control and *Becn1* cKO mice. Nuclei were counterstained with Hoechst (blue). Scale bar = 50 µm (*n* = 6 nerves sampled from 3 mice each group; ^****^ *P* < 0.0001; unpaired Student's *t*‐test). c,d) Representative images of TUNEL analysis on cryosections from P10 (c) e 2‐month‐old (d) control and *Becn1* cKO mice and relative quantification of the percentage of apoptotic nuclei (red). Nuclei were counterstained with Hoechst (blue). Scale bar = 50 µm (P10, *n* = 4 nerves sampled from 2 mice each group; 2 mo, *n* = 6 nerves sampled from 3 mice each group, ^**^ *P* < 0.01; Welch's t test). 2 mo, 2‐month‐old; ctrl, control; A.U., arbitrary units.

### 2.6 *Becn1* cKO Mice Developed Motor Neuron Impairments Leading to Motor Dysfunction

Since the lack of Beclin 1 in SCs led to the development of a remarkable neuropathic phenotype, including involuntary tremors and walking difficulties, we further investigated the involvement of the motor compartment. First, to have a quantitative readout of the motor function and behavior, we performed the four‐limb hanging test on 2‐ and 6‐month‐old mice, observing the complete failure of *Becn1* cKO mice in hanging on an upside‐down reversed grid with respect to control littermates (**Figure** **6**a). Likewise, cKO mice displayed a dramatically reduced performance on the rotarod test, when compared to age‐matched controls (Figure S6a, Supporting Information). Moreover, we found that, along with body weight decrease (Figure 1d), 2‐ and 6‐month‐old *Becn1* cKO mice underwent a significant and massive loss of skeletal muscle mass (normalized on body weight) when compared to control animals (Figure 6b), compatible with denervation‐induced muscle atrophy. Indeed, to understand if the SC defects were also impinging on motor neurons, we counted the number of motor axons per area in transversal sciatic nerve sections of 2‐ and 6‐month‐old mice. At both ages we described a decrease in the number of motor axons per area in *Becn1* cKO mice when compared to control littermates (Figure 6c), suggesting that the lack of Beclin 1 in SCs could affect neuronal viability, as supported also by transcriptomic analysis in 2‐month‐old nerves (Figure 4a,b). 

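Genes mutated in Charcot-Marie-Tooth disease, an inherited neuropathy, were more often lower than higher in cKO nerves. Of 23 measured genes, 8 were lower and 5 higher at 2 months (10 and 5 adjusted over the list alone), and 9 were lower and 1 higher at P10 (9 and 2 adjusted over the list alone). *Sbf2*, a myotubularin-related gene, changed by -1.28 at 2 months (standard error 0.09, adjusted p = 9.69e-08 from limma). *Arhgef10* changed by -0.87 at P10 and -1.05 at 2 months, and *Sh3tc2* by -0.91 at P10. *Mtmr2*, which encodes a phosphoinositide phosphatase, rose by 0.76 at 2 months (adjusted p = 1.72e-05) and was 0.28 at P10 (adjusted p = 0.181). camera called the list downward, with an adjusted p of 0.0375 at 2 months (adjusted p = 0.46 with an estimated correlation) and 0.0162 at P10 (adjusted p = 0.173 with an estimated correlation). The call at 2 months was also lost with a filter on dim genes (adjusted p = 0.068) and without control replicate 1 (adjusted p = 0.0678), control replicate 2 (adjusted p = 0.0538) or cKO replicate 4 (adjusted p = 0.0508). Several members are myelin genes that also stand in the myelin list. Human Phenotype Ontology sets were not used here.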

Remarkably, GSEA with Human Phenotype Ontology also highlighted negatively enriched gene sets related to muscle and nervous system impairment in 2‐month‐old *Becn1* cKO samples (Figure 6d). Even more relevant in the functional context, electrophysiological analysis on 5‐month‐old mice reported a prominent slowdown in nerve conduction velocity (NCV) in cKO animals, compared to age‐matched controls (Figure 6e), reflecting the observed severe demyelination. The lower NCV in cKO nerves was accompanied by compound muscle action potentials displaying a wider duration (Figure 6f) and polyphasic curves of lower intensity in terms of recording scales (Figure 6g), consistent with chronic denervation and also matching with secondary axonal degeneration. To investigate the impact of such defective neurotransmission on target tissues, we also monitored changes in neuromuscular junction (NMJ) innervation in tibialis anterior longitudinal cryosections from 2‐month‐old mice. Notably, a significant increase in the percentage of NMJs that were only partially innervated was detected in *Becn1* cKO mice when compared to controls (Figure S6b,c, Supporting Information), while the analysis of post‐synaptic acetylcholine receptor clusters’ fragmentation did not highlight any significant difference (Figure S6d–f, Supporting Information). To better understand if motor neurons were subjected to injury‐like stress and/or degeneration, we also analyzed the levels of some key transcripts in spinal cord mRNA extracts from 2‐month‐old animals. Indeed, transcripts typically responsive to injury, including *Atf3* and *Gap43* ^[^ ^35^, ^36^ ^]^ were upregulated in cKO samples compared to controls (Figure 6h). As well, soluble neuregulin (*Nrg*sol) and *Tgfb1*, were shown to be upregulated in the spinal cord upon nerve injury and known to be able to orchestrate nerve repair mechanisms,^[^ ^37^, ^38^, ^39^ ^]^ resulted upregulated; while *cJun*, particularly involved in SC dedifferentiation^[^ ^33^ ^]^ was not altered in this compartment (Figure 6h). Since signs of inflammation were evident in nerves and commonly found in the spinal cord after nerve injury and in pathological conditions,^[^ ^40^ ^]^ we investigated their extension to the spinal cord. Interestingly we found increased expression of secreted cytokines and chemokines driving such response, including *Il1b*, *Tnf*, *Ccl2*, and *Cxcl1*, as well as upregulated transcripts of inflammatory cell markers, like *Cd68* and *Cd44* (Figure 6i). Altogether these data underline how profoundly Beclin 1 loss in SCs negatively affects motor neuron homeostasis, causing a remarkable injury‐like response in motor neuron cell bodies, with the consequent immune infiltration into the spinal cord.

**Figure 6:**
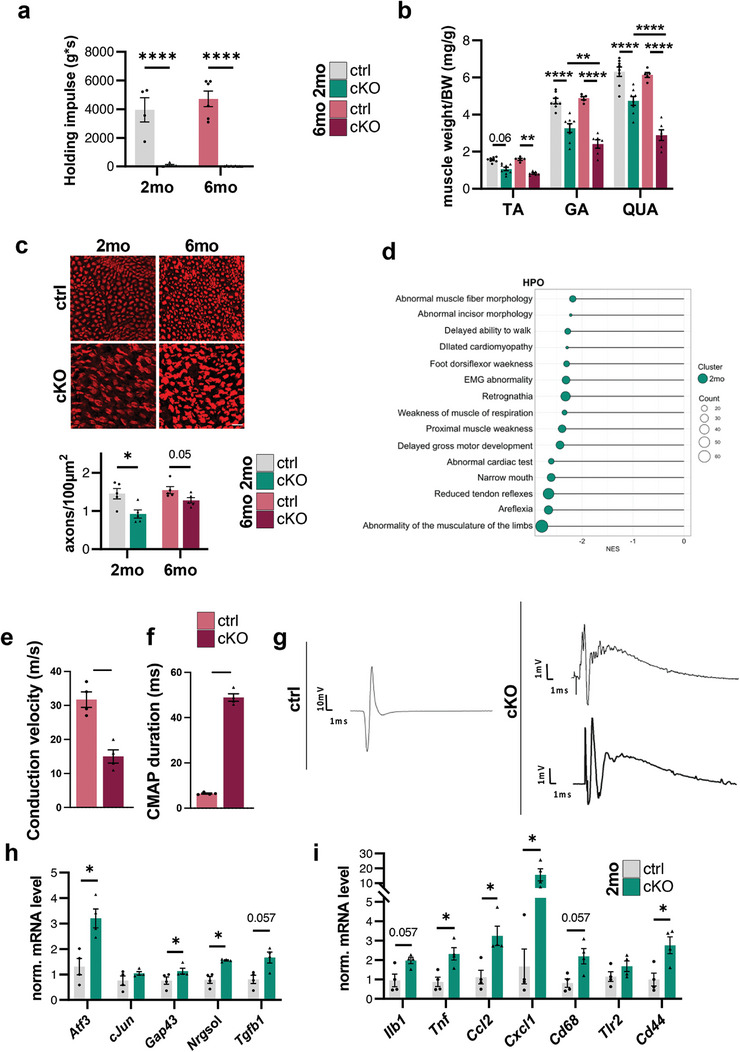
a) Recorded hanging time performances normalized per body weight (Holding impulse, g^*^s), as determined by the four‐limb hanging test in 2‐month‐old and 6‐month‐old control and *Becn1* cKO mice (*n* = 5–9 mice each group; ^****^ *P* < 0.0001; 2‐way ANOVA with Holm‐Šídák's multiple comparisons test). b) Tibialis anterior (TA), gastrocnemius (GA) and quadriceps (QUA) muscle weight normalized on body weight (BW) (mg/g) of 2‐month‐old and 6‐month‐old control and *Becn1* cKO mice (*n* = 5–8 mice each group; ^**^ *P* < 0.01; ^****^ *P* < 0.0001; 2‐way ANOVA with Holm‐Šídák's multiple comparisons test). c) Representative confocal immunofluorescence images for peripherin (red) and relative quantification of the number of axons per 100 µm^2^ of area manually counted on entire transversal cryosection of sciatic nerves from 2‐month‐old and 6‐month‐old control and *Becn1* cKO mice. Scale bar = 20 µm (*n* = 5 mice each group; ^*^ *P* < 0.05; Mann‐Whitney U test). d) Dot plot summarizing the most significant negatively enriched HPO terms (top 15) for DEGs in 2‐month‐old *Becn1* cKO mice. The size of the circle corresponds to the count of genes enriched in each gene sets. e,f) Recorded nerve conduction velocity (NCV) and compound muscle action potential (CMAP) duration measured in 5‐month‐old control and *Becn1* cKO mice (n = 4 mice each genotype; ^*^ *P* < 0.05; Mann‐Whitney U test). g) Representative CMAP curves recorded from 5‐month‐old mice control and *Becn1* cKO mice. Recording scales are provided. h,i) RT‐qPCR for axon damage‐ (h) and immune infiltrate‐related (i) transcripts in spinal cord mRNA extracts of 2‐month‐old control and *Becn1* cKO mice (*n* = 4 mice each group; ^*^ *P* < 0.05; Mann‐Whitney U test). NES, Normalized Enrichment Score; 2 mo, 2‐month‐old; 6 mo, 6‐month‐old; ctrl, control.

### 2.7 Lack of Beclin 1 in SCs Led to Impaired Sensory Neuron Development and Function

In mice, SC differentiation begins soon after birth with the formation of both myelinating and non‐myelinating SCs.^[^ ^41^ ^]^ Non‐myelinating SCs are associated with bundles of Remak fibers, mainly composed of afferent axons of sensory neurons.^[^ ^41^ ^]^ Considering the expression of *Mpz*‐Cre between embryonic days 13.5 and 14.5 in the progenitors of both myelinating and non‐myelinating SCs,^[^ ^25^, ^26^, ^27^ ^]^ we wanted to assess if the latter were affected by Beclin 1 ablation in our model. From late embryonic development to post‐natal day 10, large‐caliber axons are sorted by myelinating SCs, leaving small‐caliber axons associated with non‐myelinating SCs, in a process called radial sorting.^[^ ^5^, ^41^ ^]^ By analyzing axon bundles in sciatic nerve transversal TEM images 3 and 10 days after birth, we found that the lack of Beclin 1 in SCs altered the radial sorting process. In particular, we showed that, at both time points, the percentage of large caliber axons (with a diameter larger than 1 µm) retained in the bundles was significantly higher in *Becn1* cKO nerves compared to controls, and that the bundles’ area, as well as the total number of axons per bundles, were significantly increased in *Becn1* cKO nerves with respect to control littermates (**Figure** **7**a). These data support the hypothesis that when Beclin 1 is missing the radial sorting process does not occur properly or is, at least, delayed. To understand if sensory neurons were affected once development is completed, we analyzed neuronal cell bodies located in the dorsal root ganglia (DRGs). From a histological evaluation of toluidine blue‐stained L1 DRGs, we observed an increased presence of neurons with an eccentric nucleus in *Becn1* cKO samples compared to controls (Figure 7b‐I,II, white asterisks), an indicator of chromatolysis occurrence.^[^ ^42^, ^43^ ^]^ To better investigate this phenomenon, a quantification was carried out, confirming a significantly higher percentage of eccentric nuclei in *Becn1* cKO DRG compared to controls (Figure 7c), accompanied by a significant swelling of the perikaryon (Figure 7d) and nuclear enlargement (Figure 7e). In addition, *Becn1* cKO mice displayed dispersion of the rough endoplasmic reticulum, also called Nissl bodies, as shown in higher magnification TEM images (Figure 7b‐III, light yellow areas). These findings strengthened the hypothesis that the demyelinating neuropathy due to the lack of Beclin 1 in SCs caused damages not only to motor fibers but also to sensory axons, capable of inducing a chromatolytic response in DRG cell bodies, reflected by all these typical histological hallmarks we found in *Becn1* cKO DRGs.^[^ ^44^ ^]^ This injury‐like response was well mirrored also by the analysis of key transcripts from thoracic DRGs mRNA extracts. Indeed, as previously shown also in the spinal cord, we found enhanced expression of genes commonly involved in injury response,^[^ ^45^, ^46^ ^]^ such as *Atf3*, *cJun*, *Gap43*, *Nrgsol*, and *Tgfb1* (Figure 7f), accompanied by increased expression of secreted cytokines and chemokines, including *Ilb1*, *Tnf*, *Ccl2*, and *Cxcl1*, as well as upregulated transcripts of inflammatory cells like *Cd68* and *Tlr2* (Figure 7g). Immunofluorescence analysis of immune cell markers further confirmed increased positivity for CD68‐ and Iba1‐positive cells in cKO DRG sections, when compared to controls (Figure S5, Supporting Information). Finally, we performed a behavioral test for sensory functions, the hot plate test, on 2‐ and 6‐month‐old mice. *Becn1* cKO mice displayed a significantly increased latency to manifest nocifensive behavior with respect to control littermates, and interestingly the delay in the response increased even more in 6‐month‐old *Becn1* cKO mice when compared to 2‐month‐old *Becn1* cKO mice, demonstrating a progressive worsening of the phenotype in functional impairment of sensory fibers (Figure 7h).

**Figure 7:**
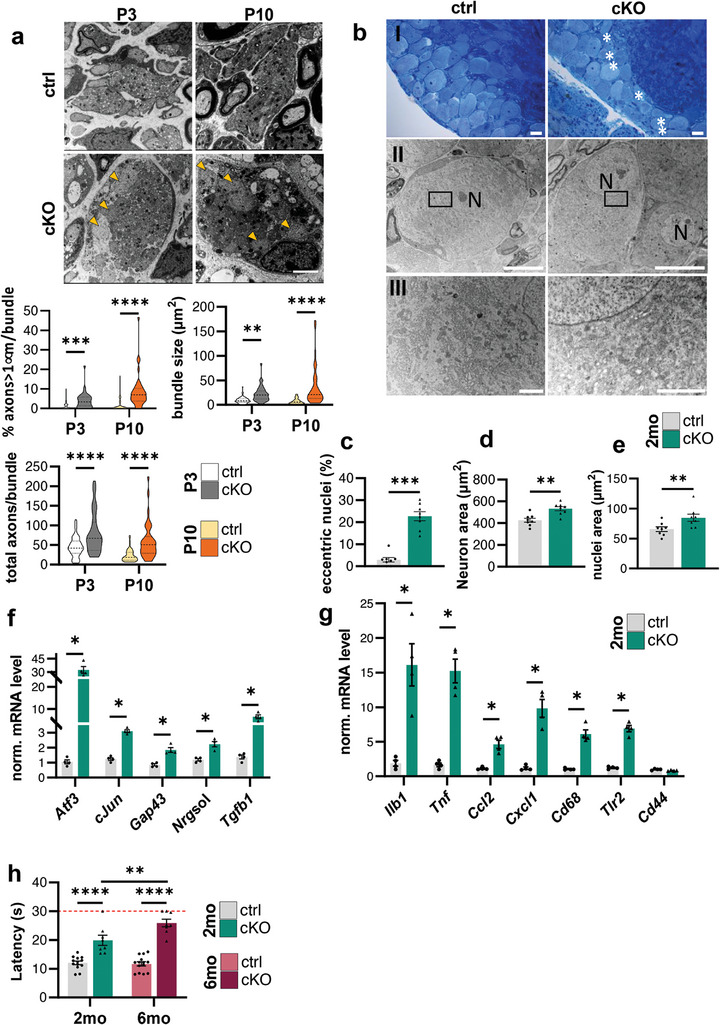
a) Representative high magnification transmission electron microscopy images of Remak bundles in developing sciatic nerve transversal sections from P3 and P10 control and *Becn1* cKO mice. Orange arrowheads indicate non‐sorted large caliber axons, scale bar = 2 µm. The relative violin plots show quantifications of respectively the percentage of axons with a diameter ≥ 1 µm per bundle, the bundles size (µm^2^), and the total number of axons per bundle, counted manually from images as in (a) (*n* = 39–70 bundles from 3 mice each group; ^**^ *P* < 0.01; ^***^ *P* < 0.001; ^****^ *P* < 0.0001; 2‐way ANOVA with Holm‐Šídák's multiple comparisons test). b, I) Representative images of toluidine blue‐stained semithin L1 ganglion sections from 2‐month‐old control and *Becn1* cKO mice; white asterisks indicate neurons with eccentric nuclei, scale bar = 20 µm. b, II‐III) Representative transmission electron microscopy images of L1 ganglion from 2‐month‐old control and *Becn1* cKO mice. Light yellow areas highlight Nissl bodies (III); scale bar = 10 µm (II), scale bar = 2 µm (III); N, nucleus. c–e) Quantification of the percentage of neurons with eccentric nucleus (c) and of the neuronal (d) and nuclei (e) area (µm^2^) and, as measured from images as in (b) (*n* = 8 mice each group; ^**^ *P* < 0.01; Mann‐Whitney U test). f, g) RT‐qPCR for neuron damage‐ (f) and immune infiltrate‐related (g) transcripts in DRGs mRNA extracts of 2‐month‐old control and *Becn1* cKO mice (*n* = 4 mice each group; ^*^ *P* < 0.05; Mann‐Whitney U test). h) Recorded latency time to react to constant high temperature (s), as determined by the hot plate test in 2‐month‐old and 6‐month‐old control and *Becn1* cKO mice. The red dotted line indicates the maximum time after which the experiment was stopped to avoid animal injury (*n* = 8–13 mice each group; ^**^ *P* < 0.01; ^****^ *P* < 0.0001; 2‐way ANOVA with Holm‐Šídák's multiple comparisons test). 2 mo, 2‐month‐old; 6 mo, 6‐month‐old; ctrl, control.

### 2.8 Beclin 1 Results as a Central Hub in SC Maturation, Integrating Diverse Signaling Pathways

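For the change with age, the 16 arrays were fitted together in limma with the 4 group means. From this fit came the change from P10 to 2 months in control nerves, the same change in cKO nerves, and the difference between them. Genes that rose with age in control nerves but not in cKO nerves were those with a called rise in control nerves, a called negative interaction and no called rise in cKO nerves. This selection stands in for the regression and clustering of the paper, which were not rerun here. On simulated data it found 74.5% of genes given a log2 rise of 1 in control nerves alone, and 1.3% of the genes it found were unchanged. Few of the simulated genes were changed, and no simulated gene rose with age in cKO nerves. The 1.3% thus does not cover genes that rise in both genotypes, less in cKO nerves, and miss the call there.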

In order to have deeper insights into the mechanisms underlying the molecular, histological, and functional neuropathic phenotype of *Becn1* cKO mice, we analyzed dynamic transcriptomic changes occurring over time during the acquisition of this phenotype. 

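In control nerves, 2696 genes rose and 2961 fell from P10 to 2 months, out of 19505. The larger side turned with the scaling, to 3059 and 2596 with each array centred on its median and to 2965 and 2806 after a further quantile normalization. In cKO nerves 3137 rose and 2698 fell, and 1434 genes rose in both genotypes. The genes whose cKO effect turned most upward from P10 to 2 months were *Jchain* (interaction 5.33, adjusted p = 1.58e-05 from limma), *Syt4* (3.02), the neutrophil chemokine gene *Cxcl5* (2.67), *Ms4a4b* (2.65), *Mpeg1* (2.61), *Ctss* (2.59), *Themis* (2.52), *Aif1* (2.51), *Slamf7* (2.40) and *Fabp5* (2.36). *Mpeg1*, *Ctss* and *Aif1* are macrophage genes, and *Ms4a4b* and *Themis* are T cell genes.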

Time‐series analysis identified subgroups of correlated genes with specific expression patterns between the two considered time points (Figure S3f, Supporting Information). To highlight classes of transcripts that should be up‐regulated during normal development but were affected in *Becn1* cKO mice, guiding our subsequent mechanistic analysis on deregulated signals in 2‐month‐old median nerve protein extracts, we focused on two defined clusters of genes characterized by a down‐regulated and flat pattern of expression in cKO over time and a progressive increase of expression in controls (Figure S3f,g, Supporting Information).

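Genes that rose in control nerves from P10 to 2 months but not in cKO nerves numbered 455. Their median change with age was 0.71 in control and -0.10 in cKO nerves. In cKO nerves 64 of them fell with age and 391 had no called change. At 2 months 400 of the 455 were lower in cKO than in control nerves. *Adcy8*, a calcium-stimulated adenylyl cyclase gene, rose in control nerves from 5.94 ± 0.08 (SD, n = 4) at P10 to 8.33 ± 0.43 at 2 months and fell in cKO nerves from 6.27 ± 0.20 to 4.24 ± 0.17. Its interaction was -4.42 on the log2 scale (adjusted p = 2.49e-10 from limma). The palmitoyltransferase gene *Zdhhc2* (1.95 in control and -1.32 in cKO nerves) and *Lox*, which encodes a collagen crosslinking enzyme (1.23 and -1.57), turned the same way. *B3gnt5* (0.78 and -2.01), *Frzb* (0.96 and -1.78) and *Rimklb* (0.64 and -1.66) also rose in control and fell in cKO nerves. *Gpm6a*, which encodes a membrane glycoprotein of neurites, rose by 2.80 in control nerves and fell by 0.35 in cKO nerves. *Etnppl* rose by 2.82, *Myo3a* by 2.60 and *Them5* by 1.97 in control nerves, and their changes in cKO nerves were not called (-0.19, 0.06 and -0.30). With an R-squared of the 4-group model of at least 0.8, the limit of the paper, 270 genes were left. Of the 31 gene lists, the synapse list had the most members among the 455, with 4 found where 0.61 were expected (*Cplx1*, *Pclo*, *Rims1* and *Snap25*, one-sided Fisher's exact test, p = 0.00291, adjusted p = 0.0902), and no list passed an adjusted p of 0.05. The paper selected terms at 0.1, a limit that the synapse list passes. With a filter on dim genes or the R-squared limit, its adjusted p was 1.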

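Of 32 genes of phospholipid synthesis, none was among the 455 genes that rose in control nerves alone, where 0.75 were expected (one-sided Fisher's exact test, adjusted p = 1). With so few members expected, the Fisher test says little about the phospholipid terms of the paper. In the comparisons at each age single enzymes changed. *Mboat1*, a lysophospholipid acyltransferase gene, changed by -2.64 on the log2 scale at P10 and by -2.99 at 2 months (standard error 0.16, adjusted p = 3.76e-09 from limma). *Lpin1*, which encodes the phosphatidic acid phosphatase lipin, rose by 1.26 and 1.28. *Lpcat2* (-1.03) and *Agpat2* (-1.02) fell at P10, *Chpt1* (-1.05) fell at 2 months and the phosphatidylserine decarboxylase gene *Pisd* rose by 1.42 at 2 months. At P10, 8 genes were lower and 1 was higher (12 and 3 adjusted over the list alone), and the list was called downward (adjusted p = 0.00817 from camera, adjusted p = 0.106 with an estimated correlation). At 2 months 7 were higher and 5 lower (8 and 6 adjusted over the list alone), with no call (adjusted p = 0.239). The interaction, the change of the cKO effect from P10 to 2 months, was called upward (adjusted p = 0.00062 from camera, and adjusted p = 0.0438 with an estimated correlation). Of 32 genes of phosphoinositides and PI3K/AKT/mTOR signaling, 15 were higher and 4 lower at 2 months (16 and 5 adjusted over the list alone, adjusted p = 0.0208 from camera, adjusted p = 0.379 with an estimated correlation). At P10, 4 were higher and 2 lower (4 and 2 adjusted over the list alone, adjusted p = 0.449). At 2 months *Pik3r3* (1.94) and *Inpp5d* (1.56), a phosphatase gene of blood cells, rose, and *Pik3r1* fell by 1.08. *Pik3c3*, the gene of the kinase that Beclin 1 binds, rose by 0.40 at 2 months (adjusted p = 0.00635) and was 0.24 at P10 (adjusted p = 0.279). *Mtm1* was not called (0.38 and 0.36, adjusted p = 0.327 and 0.089). *Akt1* rose by 0.35 and *Pdpk1* fell by 0.28 at 2 months, and *Mtor* was not called. From the over-representation in Fig. 8a, the paper states that phospholipid synthesis and metabolism are affected in cKO nerves, and it ties this to the lipid kinase PIK3C3 as the partner of Beclin 1. It adds weaker PI3P staining at P10. In median nerves at 2 months it reports more MTM1 protein and less phosphorylated PI3K, PDK1, AKT and mTOR. Transcript counts do not measure phosphorylation, so the higher genes here do not speak to the activity of the pathway.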

Over‐representation analysis (**Figure** **8**a,b) showed that phospholipid biosynthetic and metabolic processes are affected in cKO nerves (Figure 8a). Indeed, Beclin 1 is a major interactor of PIK3C3 (or Vps34, Figure 8c), a kinase regulated by and involved in the production of PI3P,^[^ ^47^ ^]^ which in turn is crucial for the regulation of many intracellular pathways including membrane trafficking^[^ ^48^ ^]^ and appeared downregulated already at P10 when analyzed by immunofluorescence (Figure S7, Supporting Information). Interestingly, we observed that the protein levels of the PI3P phosphatase myotubularin 1 (MTM1), which instead depletes the PI3P pool, but also directly targets the PIK3C3^[^ ^49^ ^]^ (Figure 8c), were significantly higher in *Becn1* cKO mice with respect to controls (Figure 8d,e). We investigated other SC‐relevant kinases involved in phosphoinositides’ biosynthesis and found that class I PI3K regulatory phosphorylations were strongly decreased in *Becn1* cKO mice with respect to controls (Figure 8f,g). Coherently with PI3K dephosphorylation in *Becn1* cKO nerves, we found that also the downstream PI3K/AKT/mTOR axis was inactivated in *Becn1* cKO mice, with a strong and significant decrease in *i)* 3‐phosphoinositide‐dependent protein kinase‐1 (PDK1) phosphorylation, normally driven by the presence of PIP3,^[^ ^50^ ^]^ *ii)* phosphorylation level of the PDK1 target Thr308 on AKT, and *iii)* phospho‐mTOR levels (Figure 8f,g).

**Figure 8:**
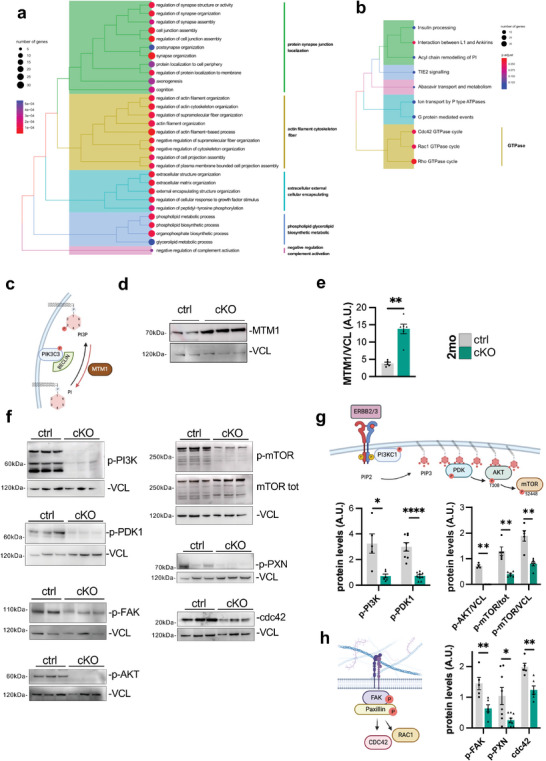
a,b) Treeplot summarizing over‐representing analysis on GO‐BP (a) and Reactome (b) for selected cluster of genes with correlated pattern of expression by time‐series analysis. Node colors by p.adjusted and size by number of genes enriched in each term. c) Schematic representation of Beclin 1 role in phospho‐inositol (PI) metabolism. d,e) Representative western blot images (d) and relative densitometric quantifications (e) for myotubularin 1 (MTM1) on total median nerve protein extracts of 2‐month‐old control and *Becn1* cKO mice. Vinculin (VCL) was used as a loading control (*n* = 5–6 mice each group; ^**^ *P* < 0.01; Mann‐Whitney U test). f,h) Representative western blot images (f) and the relative densitometric quantifications g,h) for PI3K/AKT/mTOR axis proteins (g) [phosphorylated class I phosphoinositide 3‐kinase p85/p55 (p‐PI3K), phospho‐PDK1 (p‐PDK1), phospho‐AKT (p‐AKT), phospho‐mTOR (p‐mTOR) and total mTOR (mTOR tot)], and for ECM‐driven signaling proteins (h) [phospho‐FAK (p‐FAK), phospho‐paxillin (p‐PXN), cdc42], on total median nerves protein extracts of 2‐month‐old control and *Becn1* cKO mice. Vinculin (VCL) was used as loading control (*n* = 5–9 mice each group; ^*^ *P* < 0.05; ^**^ *P* < 0.01; Mann‐Whitney U test). 2 mo, 2‐month‐old; ctrl, control; A.U., arbitrary units. Schematics in (c,g,h) were created with BioRender.com.

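Genes of collagen and extracellular matrix were more often lower than higher in cKO nerves. Of 30 genes, 15 were lower and 1 was higher at P10 (20 and 1 adjusted over the list alone), and 17 were lower and 4 higher at 2 months (19 and 4 adjusted over the list alone). *Col15a1* (-0.80), *Col14a1* (-0.76) and *P4ha1* (-0.67) fell at P10, and *Lox* (-3.63), *Col6a2* (-1.13) and *Col1a1* (-0.99) fell at 2 months, while the matricellular gene *Postn* rose by 0.89. The adjusted p from camera was 1.32e-08 at P10 (adjusted p = 0.106 with an estimated correlation) and 4.65e-05 at 2 months (adjusted p = 0.144 with an estimated correlation). Of these genes, *Lox* alone was among the 455 genes that rose in control nerves alone (one-sided Fisher's exact test, adjusted p = 1). With 0.7 members expected, that test had little power. *Cdc42* was 12.22 ± 0.25 (SD, n = 4) in control and 11.83 ± 0.17 in cKO nerves at P10 (adjusted p = 0.0756 from limma), and -0.04 apart at 2 months (adjusted p = 0.743). *Rac1* (-0.01 and 0.05) was not called. *Pxn*, the gene of paxillin, fell by 0.35 at P10 (adjusted p = 0.0244) and was -0.06 at 2 months (adjusted p = 0.697). In the same nerves 14 of 15 endothelial genes were lower at P10. Together with the phosphorylation and protein measurements of Fig. 8, the paper reasons from the enriched terms that the loss of Beclin 1 impinges on signaling governed by the extracellular matrix.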

Concurrently, as also emerged from GO‐Biological Processes (Figure 8a), the signaling axis that mediates the response to extracellular ligands and extracellular matrix signals^[^ ^51^ ^]^ appeared to be dysregulated, as confirmed in *Becn1* cKO nerves by the significant decrease of Focal Adhesion Kinase (FAK) and Paxillin phosphorylation, as well as of the protein levels of cdc42 (Figure 8f,h), a well‐established component of the Rho GTPase family, involved in SC development and myelination.^[^ ^52^ ^]^ Interestingly cdc42 and its closely related Rho and Rac1 GTPases, resulted as the three most deregulated drivers of transcript classes during development in *Becn1* cKO nerves, according to the Reactome enrichment (Figure 8b). Altogether these data highlighted how Beclin 1 loss in SCs impinges on diverse signaling pathways, on the one hand governed by the extracellular matrix, on the other hand, more directly involved with the function of Beclin 1 interactors (i.e., PIK3C3), and in integrating axonal signals.

## 3 Discussion

Endosomal trafficking and autophagy play a key role in nervous system development and homeostasis, as well as in SCs differentiation and injury response.^[^ ^53^, ^54^ ^]^ Additionally, it is known that autophagy is deregulated in neurodegeneration, although past studies were mainly focused on the neuronal compartment, rather than on glial cells.^[^ ^55^, ^56^ ^]^ In this framework, we focused our studies on investigating the role that Beclin 1 exerts in SCs, as a key regulator of autophagy induction and membrane trafficking. Toward this aim, we successfully generated and characterized a new mouse model in which *Becn1* gene is specifically knocked out in the myelinating glia of the PNS since embryonic stages. We found that *Becn1* cKO mice develop a severe recessive, and progressive dysmyelinating peripheral neuropathy, characterized by extensive involuntary tremors, motor and sensory impairments, late paresis of posterior legs, massive muscle atrophy, and body weight loss.

The absence of Beclin 1 induced remarkable defects within SCs, such as the presence of an enlarged cytoplasm characterized by the accretion of copious membrane vesicles, already detectable since few days after birth. This evidence, together with the parallel accumulation of autophagic markers, in particular of p62, in *Becn1* cKO nerves, is consistent with an altered degradation of cytoplasmic materials together with dysregulation of membrane trafficking. Indeed, a defect in the later steps of autophagy degradative action, as well as in endosomal maturation, clearly resulted upon in vivo *Becn1* deregulation in other cell types, including hippocampal neurons and adipocytes.^[^ ^17^, ^57^ ^]^

Since proper myelination requires both the correct delivery of membranes and myelin proteins to the plasma membrane,^[^ ^58^, ^59^ ^]^ as well as the autophagic removal of cytoplasm portions for myelin compaction,^[^ ^9^ ^]^ the impairment in membrane trafficking is expected to contribute to the strong demyelination observed in *Becn1* cKO animals. Accordingly, while it is reported that autophagy‐ (*Atg7*‐) deficient SCs maintain a thickened abaxonal cytoplasm in adult stages but do properly carry out myelination,^[^ ^9^, ^54^ ^]^ a primary impairment in endosomal trafficking and maturation was sufficient to compromise myelination in SC‐specific Vps34 or dynamin 2 knockout mice.^[^ ^60^, ^61^ ^]^ In the first case the deletion of the (Beclin 1 interactor) enzymatic core of the Class III PI3K complex, responsible for PI3P production and directly contributing to endosomal sorting,^[^ ^47^ ^]^ resulted in a marked hypomyelination and affected radial sorting, accompanied by SC autophagic impairment, accumulation of cytoplasmic vacuoles, and SC hyperproliferation.^[^ ^60^ ^]^ Complementarily, the ablation of dynamin 2, a large GTPase with major roles in membrane fission and endocytosis,^[^ ^62^, ^63^, ^64^ ^]^ determined defective myelination and radial sorting, delayed SC differentiation, and mitotic processes together with ablated myelin‐related protein levels.^[^ ^61^ ^]^ These models strongly underpin a role for altered endosomal trafficking also in radial sorting impairment, as observed in our *Becn1* cKO model.

In line with the effects on SC maturation and proliferation observed in the mentioned models, our transcriptomic analysis pointed to enhanced gene expression related to the control of cell cycle and pro‐mitotic events at both P10 and 2 months, as also confirmed by Ki‐67 and c‐Jun‐immunostaining on sections at P10, underlying either a delay in SC differentiation or a dedifferentiation program initiated by affected SCs. Indeed, transcriptomic analysis also highlighted a persistent upregulation of transcription factors, including *Tfap2a, Pou3f1, and Pou3f2*, as well as *Sox2*, at p10 and 2 months of age. Such deregulation is likely responsible for the observed hypomyelination. Nonetheless, myelination seems to occur in cKO at early stages (P3 and P10), but the percentage of myelinated axons in mutant adults drops to almost undetectable levels.

Most of the knowledge regarding key events in demyelinating SCs was acquired by studying injury‐induced Wallerian degeneration, whose features – including increased SC proliferation, c‐Jun upregulation, downregulation of myelin‐related genes and boosted lysosomal compartment – are shared also by SCs undergoing demyelination in the absence of acute nerve damage.^[^ ^65^, ^66^ ^]^ The observed increased proliferation, decreased expression of pro‐myelinating genes, and almost complete abatement of myelin‐related protein levels, together with increased apoptosis, strongly correlate with an injury‐related response occurring in *Becn1* cKO SCs.

Other signs point to the presence of an injury‐like condition. Indeed, according to GSEA, while at P10 the most upregulated genes can be ascribed to a cell‐autonomous scenario (GO terms: cell cycle process, cell division, chromosome organization, and others), transcriptomic analysis revealed defects spreading at a systemic level in 2‐month‐old cKO nerves, where enhanced immune response and defective processes related to neuronal growth and neurotransmission are identified among deregulated gene sets. Remarkably, the levels of immune‐related proteins that were not significantly different in cKO nerves at P10, became significantly increased at 2 months of age, making evident the local recruitment of immune cells. This is again a feature shared by injury‐related demyelination as well as by acquired, hereditary or genetically induced demyelination, where the loss of contact between axons and defective SCs induces the secretion of cytokines able to recruit and activate CD68‐ and CD44‐positive macrophages, as well as S100A9‐positive neutrophils.^[^ ^65^, ^67^, ^68^, ^69^ ^]^ Of note, CD44 was shown to mark not only immune cells but also demyelinating Schwann cells upon nerve injury and to have a role in mediating neuregulin signaling through ErbB receptors, being essential in establishing axon‐SC contacts.^[^ ^70^, ^71^ ^]^

A loss of contact between SCs and axons is expected in demyelinated *Becn1* cKO nerves, as appreciated by TEM analysis pointing at naked axons, and as deduced by the upregulation of genes including *Atf3*, *Gap43*, and *Nrg1* and *cJun* in cKO DRG and spinal cord in mice, as previously reported upon experimental nerve injury.^[^ ^46^, ^72^ ^]^ In keeping with the manifested motor and sensory impairments and the transcriptomic deregulation of gene sets related to neurotransmission and neurodevelopment in *Becn1* cKO mice, the presence of secondary axonal loss was further confirmed in *Becn1*cKO sciatic nerves since 2 months of age, also impacting on NMJ innervation. This is in line with clinical impairment described in different forms of demyelinating neuropathies and ascribed to secondary axonal damage, rather than to reduced conduction velocity caused by the sole loss of myelin insulation.^[^ ^8^, ^73^ ^]^ Several mechanisms might underlie such degeneration, including heightened energy demand and altered ion gradient due to voltage‐gated channels mislocalization,^[^ ^74^ ^]^ a drop of essential metabolic intermediates^[^ ^75^ ^]^ or neuroinflammation triggered by SC defects.^[^ ^76^ ^]^ In *Becn1* cKO mice, such signs of neuroinflammation reached even the DRG and the spinal cord in terms of upregulation of cytokines including *Tgfb1*, *Tnf*, *Ilb1*, *Ccl2*, and *Cxcl1* and immune cell markers *Cd68* and *Cd44*, accounting once more for a systemic spread of SC defect influence.

Therefore, in sum, this work showed that SC‐specific ablation of Beclin 1 in mice induced a demyelinating neuropathic phenotype with reduced NCV, a motor‐sensory impairment and axonal degeneration characterized by local immune cell recruitment in sciatic nerves, as well as motor and sensory neuron cell body response and signs of neuroinflammation and neurodegeneration in adult mice.

Such aspects strongly correlate with congenital demyelinating Charcot‐Marie‐Tooth‐(CMT) diseases, including the autosomal dominant CMT1, the autosomal recessive CMT4, and the X‐linked types, that display a progressive impairment in the maintenance of myelin sheaths and of axon‐glial contacts with a characteristic reduction in motor conduction velocity and other shared features including muscle weakness and atrophy, sensory loss and foot deformities.^[^ ^77^, ^78^ ^]^ The hypomyelination observed in *Becn1* cKO nerves, resulting in a reduced number of myelinated axons, as well as the consequent impact on the significantly reduced NCV is compatible with features of demyelinating CMT diseases. The observed muscle weakness and sensory loss further support such parallel. Of note, SC dedifferentiation and the ensuing increased proliferation appear to be typical features of nerve fiber damage further associated with several forms of demyelinating CMT.^[^ ^79^, ^80^, ^81^, ^82^ ^]^ Not only the SC‐autonomous aspects are similar, but also secondary axonal degeneration, frequently reported for CMT diseases,^[^ ^83^ ^]^ is present in *Becn1* cKO nerves. Instead, immune cell recruitment and inflammation, although widely described in animal models of CMT diseases^[^ ^80^, ^84^ ^]^ seems to be less reported in histological characterizations of patients’ samples, likely also reflecting an increasingly less frequent resort to nerve biopsy in clinical practice.^[^ ^85^ ^]^

Going back to SC defects and focusing on the signalling pathways involved, in our work SC maturation toward both the myelinating and the unmyelinating Remak phenotype appears altered during development in *Becn1* cKO mice. The differentiation process requires SCs to properly integrate signals deriving by both their secreted basal lamina and the growing axons, in turn initiating vital intracellular signaling cascades.^[^ ^3^, ^25^, ^51^, ^86^ ^]^ In our investigations Beclin 1 emerges as a major hub in this integrating action, since, upon its lack, different pathways were strongly deregulated: *i)* the PI3K/AKT/mTOR axis, that in turn mediates adaxonal neuregulin/ERBB3 signal cascade^[^ ^87^ ^]^ but also abaxonal integrin β4 signalings,^[^ ^88^ ^]^ ii) FAK and paxillin phosphorylation, mostly transducing extracellular matrix‐driven signals.^[^ ^89^, ^90^ ^]^ Both these deregulated pathways could impinge on the downstream target cdc42, known to be crucial in SC development and myelination.^[^ ^91^, ^92^, ^93^ ^]^

Of note, Beclin 1 is the major interactor of PIK3C3 (or Vps34), a kinase directly involved in the production of PI3P. The lower reactivity for PI3P detected in P10 sciatic nerve sections together with the increased protein level of MTM1, which depletes the PI3P pool but also directly targets the PIK3C3,^[^ ^49^, ^50^ ^]^ corroborate the presence of a depletion of PI3P pools in cKO nerves. Our data suggest the presence of an unbalance in different PI species, known to govern membrane trafficking^[^ ^48^ ^]^ and show a global alteration that impacts on the activation state of other phosphoinositide‐related signaling players, such as class I PI3K, found to be remarkably inactivated in 2‐month‐old *Becn1* cKO samples.

Therefore, we believe that our model supports the recognized importance of regulated phosphatidyl‐inositide production in myelination and neuropathies. Further evidence comes from models including the SC‐specific knockout mice for proteins affecting phosphatidyl‐inositides synthesis and balance, including PI3K,^[^ ^60^ ^]^ PI4K subunits (PI4KB and PI4KA),^[^ ^94^, ^95^ ^]^ FIG4,^[^ ^96^, ^97^ ^]^ but also the MTMR family of phosphatases,^[^ ^98^ ^]^ all resulting in strongly affected myelination, often accompanied by defects at the level of Remak bundles. Besides their relevance in basic knowledge about myelination, as modulated by membrane lipid‐content, some of these mice are also established disease models for human demyelinating diseases and key tools for testing novel therapeutical strategies.^[^ ^78^, ^99^ ^]^ Likewise, with this work, Beclin 1 emerges with a major role in SC homeostasis and as a candidate target in the modulation of PI3P‐associated signals, typically altered in demyelinating neuropathies.

## 4 Experimental Section

### Mouse Maintenance and Genotyping

All mice were housed in a controlled environment with 12 h light/12 h dark cycle, a temperature of 23° C, and with free access to water and standard chow (Mucedola Srl, 4RF25). *Becn1* cKO mice were generated by crossing *Becn1^fl/fl^* mice (Monterotondo Mouse Clinic) with mice bearing the Cre recombinase under the control of the *Mpz* promoter (kindly provided by Dr. Stefano Previtali, IRCCS San Raffaele Scientific Institute, Milano, Italy). After line expansion, the crossing between *Becn1* ^fl/+^:*Mpz*‐Cre and *Becn1* ^fl/fl^ gives birth to all the three genotypes investigated in the present study: control animals (*Becn1* ^fl/fl^ or *Becn1* ^fl/+^ mice), heterozygous animals (*Becn1* cHet, *Becn1* ^fl/+^:*Mpz*‐Cre mice), and conditional knockout animals (*Becn1* cKO, *Becn1* ^fl/fl^:*Mpz*‐Cre mice). Genotypes were assessed by PCR analysis performed on DNA extracted from ear biopsies (primers are listed in Table S1, Supporting Information). When experiments involved pups 10 days after birth (P10), PCR was also performed to discriminate mouse gender.^[^ ^100^ ^]^ Both male and female animals were sacrificed by cervical dislocation, or by decapitation in the case of pups, and the tissues of interest were immediately dissected and fixed, included or frozen in nitrogen vapors. Skeletal muscles were weighted just after dissection, prior to the freezing by isopentane immersion in nitrogen vapors. In order to avoid undesired effects due to circadian variations, all the mice were sacrificed in the morning. The adopted procedures were approved by the Ethics Committee of the University of Padova and carried out according to all pertinent Italian laws (OPBA, n. 285/2018 and n. 501/2023).

### Behavioral Tests

The *Four Limb Hanging Test* was performed according to the TREAT‐NMD standard operating procedures (DMD_M.2.1.005; https://treat‐nmd.org). Briefly, mice were placed on a grid, which was kept upside down 40 cm above an empty cage filled with bedding. The hanging time, that is, the time until the animal fell, was recorded, with a fixed upper limit of 180 s. Each mouse was tested twice on two consecutive days. Holding impulse was obtained by multiplying the hanging time for the respective mouse body weight, then the maximum holding time was used for statistical analysis. The *Rotarod test* was performed as follows. Mice were trained a week before the test by placing them on a constant rotation speed (4 rpm) on the rotarod (Ugo Basile, 47650). On the day of the test, mice were placed on the rotarod at 4 rpm. As soon as all mice were placed, the rotarod was set to accelerate up to 40 rpm in 300 s. Each mouse was tested three times with at least a 10‐min‐long interval among trials. 300 s was the maximum time achievable. Data was plotted considering the best performance obtained among the three trials. The *Hot plate test* was performed following the manufacturer's instructions (Ugo Basile S.R.L). Briefly, the temperature was maintained constant at 52 °C, the animals were placed on the pre‐warmed plate until the appearance of a nocifensive behavior (mainly the forelimb licking). The response latency to manifest a nocifensive behavior was recorded, with a maximum threshold of 30 s, after which the experiment was stopped to avoid animal injury. The experiment was performed twice, at 7 days of distance, then the average latency (s) was considered for the statistical analysis.

### Electrophysiological Measurements

Upon general anesthesia, the sciatic nerve was exposed through an incision in the trochanteric region, removing the skin and the biceps femoris muscle. Curved forceps were used to gently disrupt the connective tissue beneath the sciatic nerve, allowing the placement of a small piece of parafilm (1 cm width) underneath it. A pair of stimulating needle electrodes (Grass, USA) were carefully positioned on the exposed nerve, aided by a mechanical micromanipulator (MM33, FST, Germany). A pair of electromyography needle electrodes (Grass, USA) was used for electromyography recording of gastrocnemius muscle fibre activity. The recording needle electrode was inserted halfway into the gastrocnemius muscle, while the indifferent needle electrode was inserted in the distal tendon of the muscle. CMAPs were recorded following supramaximal stimulation of the sciatic nerve at 0.5 Hz (0.4 ms stimulus duration) using a stimulator (S88, Grass, USA) via a stimulus isolation unit (SIU5, Grass, USA) in a capacitance coupling mode. To reach supramaximal stimuli (5–15 mV for controls, up to 50 mV after nerve damage), the sciatic nerve was stimulated with increasingly intense stimuli until the CMAP value ceased to increase. Recorded signals were amplified by an extracellular amplifier (P6 Grass, USA), digitized using a digital A/C interface (National Instruments, USA), and then fed to a computer for both on‐line visualization and off‐line analysis using appropriate software (WinEDR, Strathclyde University; pClamp, Axon, USA). Stored data were analyzed off‐line using pClamp software (Axon, USA). Nerve conduction velocity was calculated by stimulating the sciatic nerve in two distinct locations and measuring a) the differences in latency between the two CMAPs evoked, and b) the distance between the stimulating sites. Latency was defined as the time between the deflection of the path induced by the electrical stimulation of the nerve and the beginning of the positive/negative wave of the CMAP. The 1‐cm width of the parafilm served as a reference for the stimulation points. The conduction velocity was expressed in m/sec. 4 mice per genotype were analyzed.

### Histology

For sciatic nerve histology, a central segment of sciatic nerve, soon after dissection, was fixed with 2.5% glutaraldehyde + 2% PFA in 0.1 M sodium cacodylate buffer pH 7.4 overnight at 4 °C. The sample was then postfixed with 1% osmium tetroxide in 0.1 m sodium cacodylate buffer for 2 h at 4 °C. After three water washes, samples were dehydrated in a graded ethanol series and embedded in an epoxy resin (Sigma–Aldrich). Ultrathin sections (60–70 nm) were obtained with an Ultratome Leica Ultracut EM UC7 ultramicrotome, counterstained with uranyl acetate and lead citrate, and viewed with a Tecnai G^2^ (FEI) transmission electron microscope operating at 100 kV. Images were captured with a Veleta (Olympus Soft Imaging System) digital camera and then analyzed by exploiting Fiji software. From the same samples, semi‐fine sections (1 µm) were also cut and stained with a 1% toluidine blue solution. The obtained slides were then mounted with immersion oil and representative images were taken with a light microscope (Leica 5000B).

For high‐resolution light and transmission electron microscopy of DRGs, samples were first fixed in 2.5% glutaraldehyde in 0.1 m phosphate buffer (pH 7.4) for at least 2 h at 4 °C and then were post‐fixed with 2% osmium tetroxide for 2 h and dehydrated in ethanol from 30% to 100% (5 min each passage). After two passages of 7 min in propylene oxide and 1 h in a 1:1 mixture of propylene oxide and Glauerts' mixture of resins, samples were embedded in Glauerts’ mixture of resins (made of equal parts of Araldite M and the Araldite Harter, HY 964, Sigma Aldrich). In the resin mixture, 0.5% of the plasticizer dibutyl phthalate (Sigma Aldrich) was added. For the final step, 2% of accelerator 964 was added to the resin in order to promote the polymerization of the embedding mixture, at 60 °C. For high‐resolution light microscopic analysis transverse semithin sections (2.5 µm thick) were obtained using an ultramicrotome (Ultracut UCT, Leica), and stained with 1% toluidine blue and 2% borate in distilled water. To evaluate DRG neurons area, area of nuclei, and percentage of neurons with eccentric nuclei, a total of 300 neurons for each experimental group was considered; quantification was performed on the toluidine blue‐stained semithin sections using a magnification of 100x. A DM4000B microscope equipped with a DFC320 digital camera was used for section analysis. On the same samples, ultrathin sections (70 nm) were obtained and were examined under a transmission electron microscope (JEOL, JEM‐1010) equipped with a Mega‐View‐III digital camera and a Soft‐Imaging‐System (SIS, Germany) for computerized acquisition of the images.

### Immunofluorescence

A segment of the sciatic nerve, soon after dissection, was included in OCT and then frozen in liquid nitrogen vapors. For autophagic markers, myelin and axons’ evaluations, longitudinal or transversal (10‐µm‐thick) sciatic nerve cryosections were permeabilized and fixed in 1:1 methanol‐acetone solution for 10 min at −20° C, washed, and blocked in 10% goat serum in phosphate‐buffered saline (PBS, NaCl 80 mg mL^−1^, KCl 2 mg mL^−1^, Na_2_HPO_4_ ·7H_2_O 11.5 mg mL^−1^, KH_2_PO_4_ 2 mg mL^−1^ in ddH_2_O) for 1 h at room temperature. For proliferation experiments, myelin and immune cell staining, longitudinal (10‐µm‐thick) sciatic nerve cryosections were post‐fixed in 4% PFA in PBS, permeabilized and blocked for 2 h in a solution of 5% IgG free bovine serum albumin (BSA Sigma‐Aldrich, A7030), 0.5% Triton X‐100 (Sigma‐Aldrich, T9284) in PBS at room temperature. Then, an anti‐mouse Fab fragment antibody (1:25) was incubated for 30 min to block endogenous IgG and washed. All slides were then incubated overnight at 4 °C with the respective primary antibodies: guinea pig anti‐p62 (1:100, Progen, GP62‐C); rat anti‐LAMP1 (1:100, DSHB, 1D4B); rabbit anti‐peripherin (1:100, Novus Biologicals, NB300‐137); rat anti‐MBP (1:100, Abcam, ab7349); rabbit anti‐Ki67 (1:50, Novus Biologicals, NB600‐1252); mouse anti‐SOX10 (1:50, Sigma–Aldrich, AMAB91297); rabbit anti‐MPZ (1:300, Abcam, ab31851); rat anti‐CD68 (1:100,Thermo Fisher Scientific, 14‐0681‐82); rabbit anti‐SOX2 (1:100, Merck Millipore, AB5603). Slides were washed in PBS and incubated for 1 h at room temperature with Hoechst (2.5 µg mL^−1^; Sigma‐Aldrich, 33258) and the appropriate fluorophore‐conjugated secondary antibodies: goat anti‐mouse IgG1γ‐Alexa568 (1:100, Thermo Fisher Scientific, A‐21124), goat anti‐rabbit IgG‐Cy3 (1:800; Jackson ImmunoResearch, 111‐165‐144), goat anti‐rabbit IgG‐Alexa647 (1:100, Thermo Fisher Scientific, A‐21244), donkey anti‐guinea pig IgG‐Alexa488 (1:800; Jackson ImmunoResearch, 706‐545‐148), donkey anti‐rat‐Cy2 (1:100, Jackson ImmunoResearch, 712‐225‐150); and goat anti‐rat‐Cy3 (1:300, Jackson ImmunoResearch, 112‐165‐167). The slides were mounted with Fluoroshield (Sigma–Aldrich, F6182) and images were acquired with a Stellaris SP8 confocal microscope.

L1 DRG harvested from Becn1 cKO and crtl mice were fixed in 4% PFA for 2 h, washed in a solution of 0.01 M PBS (pH 7.2), and processed for paraffin embedding. In order to obtain a higher number of cellular bodies to analyze, DRG of each experimental group were pooled before embedding. Specimens were cut 10 µm thick using a Leica RM2125 microtome. After cutting, sections were dewaxed, permeabilized, and blocked for 1 h at room temperature with a solution of PBS 0.1% Triton, 1% Normal Donkey serum to saturate nonspecific signals. Sections were then incubated overnight at room temperature with the following primary antibodies: rat anti‐CD68 (1:100, Thermo Fisher Scientific, 14‐0681‐82) and rabbit anti‐Iba1 (1:100, Wako, 019–19741). The following day, slides were washed three times in PBS and incubated for 1 h at room temperature with the appropriate secondary antibodies: donkey anti‐rat IgG‐Cy3 (1:400, Jackson ImmunoResearch 712‐165‐153) and donkey anti‐rabbit IgG‐Alexa 488 (1:200, Jackson ImmunoResearch 711‐545‐152). Nuclei were stained with 4,6‐diamidino‐2‐phenylindole (DAPI 1:1000, Sigma 10236276001) in PBS. Finally, slides were mounted with a fluoromount medium (Sigma–Aldrich, F4680). Images were acquired using a Zeiss LSM800 confocal laser microscopy system (Zeiss, Jena, Germany).

### TUNEL Assay

The sciatic nerves were fixed in a 4% PFA solution in PBS for 1 h, then let equilibrate overnight at 4° C in a 30% sucrose solution in PBS. Sciatic nerves were then included in OCT and frozen in liquid nitrogen vapors. 10‐µm‐thick sciatic nerve cryosections were obtained and then processed by adapting the TUNEL‐assay manufacturer instructions (In situ cell death detection kit, TMR red, Roche, 12‐156‐792‐910). Briefly, slices were post‐fixed in 4% PFA in PBS for 15 min at room temperature, then washed twice in PBS for 5 min each. The tissue was then permeabilized with 0.1% Triton X‐100, 0.1% sodium citrate solution in PBS for 2 min at room temperature. Glass slides were rinsed twice in PBS, then incubated with the TUNEL reaction mixture with the addition of the nuclear stain Hoechst for 45 min at 37 °C in a dark humidified chamber. Slides were then rinsed three times in PBS and mounted with Fluoroshield to be imaged immediately at an epifluorescence (DMI4000, Leica) or confocal (Stellaris SP8) microscope.

### Western Blotting

Frozen sciatic or median nerve segments were mechanically disaggregated using a mortar and a pestle in liquid nitrogen vapors and then lysed with RIPA lysis buffer (50 mm Tris HCl, 150 mm NaCl, 1% IgePal, 0.5% Na deoxycholate, 0.1% SDS) supplemented with protease inhibitors (Sigma‐Aldrich, 04693132001) and phosphatase inhibitors (Sigma–Aldrich, P5726 and P0044). After 10 min centrifugation at maximum speed, the supernatant containing the nerve protein lysate was quantified with BCA Protein Kit Assay (Thermo‐Fisher, 23225). The same amount of proteins for each sample (10 µg) were separated by SDS‐PAGE using 4–12% or 12% polyacrylamide gels (Invitrogen, NP0342BOX). Samples were then blotted onto PVDF membrane (Thermo Fisher Scientific, 88518), blocked with 5% milk in 0.1% Tween 20 (Sigma‐Aldrich, P7949) in TBS (TBS‐T) and probed with primary antibodies in 2.5% milk in TBS‐T overnight at 4 °C. The following antibodies were used: rabbit anti‐Becn1 (1:1000, Cell Signaling Technology, 3738); rabbit anti‐MAG (1:1000, Cell Signaling Technology, 9043S); rabbit anti‐CNP (1:1000, Cell Signaling Technology, 5664S); rat anti‐MBP (1:2000, Abcam, ab7349); rabbit anti‐MPZ (1:5000, Abcam, ab31851); guinea pig anti‐p62 (1:800, Progen, GP62‐C); rat anti‐LAMP1 (1:1000, DSHB, 1D4B); rabbit ant LC3B (1:1000, Thermo Fisher Scientific, PA1‐16930); rat anti‐CD44 (1:1000, Invitrogen, 14‐0441‐82); rat anti‐S100A9 (1:1000, Abcam, AB105472); rat anti‐CD68 (1:800, AbD Serotec, MCA1957); rabbit anti‐phospho‐paxillin (1:1000, Chemicon, AB3837); rabbit anti‐phospho‐FAK (1:500, Santa Cruz Biotechnology, sc‐21831‐R); rabbit anti‐cdc42 (1:1000, GeneTex, 134588); rabbit anti‐phopho‐PIK3 p85/p55 (1:1000, Cell Signaling Technology, 4228S); rabbit anti‐myotubularin 1 (1:800, Novus, H00004534‐D01P); rabbit anti‐phopho‐PDK1 (1:1000, Cell Signaling Technology, 3438P); rabbit anti‐phospho‐AKT (T308) (1:1000, Cell Signaling Technology, 4056S); rabbit anti‐phospho‐mTOR (1:1000, Cell Signaling Technology, 5536S); mouse anti‐mTOR (1:1000, Cell Signaling Technology, 4517S); mouse anti‐vinculin (1:1500, Sigma‐Aldrich, V4505). After three washes in TBS‐T, membranes were incubated for 1 h at room temperature with the appropriate HRP‐conjugated secondary antibodies (Amersham Bioscience). Membranes were incubated with WesternBright Quantum HRP substrate kit reagents and the luminescent signal was detected by Amersham ImageQuant 800 biomolecular imager. Densitometric analysis was performed using the Fiji software.

### NMJ Analysis

Longitudinal 30‐µm‐thick tibialis anterior cross‐sections were fixed in 4% PFA for 15 min at room temperature, washed, and then permeabilized and saturated for 4 h at room temperature in a solution of 10% GS, 2% Triton‐X‐100 in PBS. Slices were incubated for 48 h at 4 °C with the following primary antibodies diluted in a solution of PBS supplemented with 1% GS and 2% Triton‐X‐100: α‐synaptophysin (1:50, Santa Cruz Biotechnology, sc‐9116) and α‐peripherin (1:200, Novus Biologicals, NB300‐137). Samples were then washed 3 times in PBS and incubated overnight at 4 °C with anti‐rabbit Cy2 (1:200, Jackson Immunoresearch) secondary antibody and Alexa Fluor 555 conjugate α‐bungarotoxin (α‐BTX) (1:1000, Invitrogen), diluted in PBS containing 1% GS and 0.02% Triton‐X‐100. After three washes in PBS, samples were mounted with Fluoroshield before imaging by a Leica Stellaris 5 confocal microscope coupled with the Leica Application Suite X (LASX) software. Z‐stacks with a 1‐µm interval of NMJs were taken with a 63x oil immersion objective, a 2.5x zoom, and a 512 × 512 frame size. For each sample, at least 35 NMJs were randomly acquired. The number of acetylcholine receptor (AChR) fragments for each NMJ was determined only for completely or almost completely planar NMJs by visual inspection of 3D projections of z‐stacks using the Fiji software. The innervation status was manually assessed by two different operators working in a blind fashion by visual inspection of z‐stacks using the LASX software. Only NMJs with a clear innervation status were included in the analysis. Based on their innervation status, NMJs were assigned to three different classes: fully innervated (pre‐ and post‐synaptic staining closely juxtaposed through the entire NMJ), partially innervated (post‐synaptic staining with some regions devoid of pre‐synaptic staining), and denervated (no pre‐synaptic staining overlying the post‐synaptic staining).

### RNA Extraction and Quantitative RT‐PCR

RNA extraction was performed from sciatic nerves, spinal cord, and dorsal root ganglia using TRIzol reagent (Invitrogen, 15596018), according to the manufacturer's instructions. Total RNA was quantified using a NanoDrop spectrophotometer and the same RNA amount per tissue were retrotranscribed with “High‐Capacity cDNA Reverse Transcription Kit” (Applied Biosystems), following manufacturer's instructions. Quantitative PCR was performed on a QuantStudio5 real‐time instrument (Applied Biosystems), using the SYBR‐green containing HOT FIREPol Blend Master Mix (Solis Biodyne). *Gapdh* and *TBP* were used as housekeeping genes for the analysis on spinal cord and DRG samples, respectively. Used primers are listed in Table S2 (Supporting Information).

### Transcriptomic Analysis

For microarray experiments, in vitro transcription, hybridization, and biotin labeling of RNA were performed according to the Mouse WT GeneChip Clariom S assay (Affymetrix, SantaClara, CA). CEL files were normalized using the robust multiarray averaging expression measure with Transcriptome Analysis Console (TAC Software v. 4.0.2.15, ThermoFisher Scientific, Waltham, MA, USA). Principal Component Analysis (PCA) was performed with the most 5000 variables genes selected on variance by R package (www-r-projects.org). Differentially expressed genes between control and Becn1 cKO mice were identified using the Significance Analysis of Microarray (SAM) algorithm coded in the samr R package^[^ ^101^ ^]^ for both P10 and 2‐month‐old time points. Estimated percentage of false‐positive predictions (i.e., False Discovery Rate, FDR) was obtained with 1000 permutations, and genes with an FDR < 0.05 were considered significant for both time points. Volcano plots were generated with the top 5000 variables genes used for SAM analysis. Deregulated genes (DEGs) at P10 and 2‐month‐old were used to perform Gene Set Enrichment Analysis (Gene Ontology Biological Process (GO‐BP), Reactome and Human Phenotype Ontology (HPO)) using ClusterProfiler package (v4.4.4)^[^ ^102^ ^]^ and compareCluster() function for biological theme comparison. Enriched terms were selected with p.adjusted <0.05 and BH correction. To find genes with a significant temporal expression changes between the two time points and significant differences between the experimental groups maSigPro (v. 1.60.0) package in R was used.^[^ ^103^ ^]^ The regression fit for each gene was calculated with a FDR<0.05 and Benjamini‐Hochbelg (BH) correction. R‐squared cut‐off level of 0.8 was used for the regression model. MClust() function was applied to compute the optimal clusters of genes with correlated expression patterns. A pheatmap package was used to obtained a heatmap of the 550 genes selected in time series analysis. Euclidean distane and Ward.d method were applied for clustering. Over‐representation analysis by using ClusterProfiler package (v4.4.4) were performed in specific gene clusters (GO‐BP and Reactome gene sets). Enriched terms were selected with p.adjusted <0.1 and BH correction. To reduce the complexity of terms in GO‐BP treeplot() function was used. Pairwise similarities of the enriched terms were calculated by the pairwise_termsim() function with default Jaccard's similarity index. The complete method was used for agglomeration in treeplot() function and to perform hierarchical clustering analysis. Expression data were deposited into the Gene Expression Omnibus (GEO) database under Series Accession Number GSE247435 and are accessible without restrictions.

### Images Analyses

The count of myelinated axons per area was performed manually on transversal sciatic nerve TEM images at low magnification, exploiting Fiji software. The analysis of Remak bundles and their axons was performed on transversal sciatic nerve TEM images at high magnification, by manually measuring bundle size, axons diameter and counting axons number through the Fiji software. For autophagic markers immunofluorescence analysis, randomly selected fields were acquired from each longitudinal sciatic nerve sample with 63x objective as a 6 planes stack (1 µm Z‐step). The integrated density was measured on maximum projections exploiting Fiji software. For CD68 count, longitudinal sciatic nerve cryosections were stained and randomly selected non‐overlapping fields were acquired with 40x objective as 10 planes stack (1 µm Z‐step). The number of CD68‐positive cells was manually counted on maximum intensity projection with the cell counter plugin of Fiji software. For the analysis of apoptosis, longitudinal sciatic nerve cryosections were processed with the TMR red kit, then randomly selected non‐overlapping field were acquired with a 40x objective. The number of TMR red‐positive nuclei was manually counted with the Fiji software. For proliferation analysis, randomly selected fields were acquired from each longitudinal sciatic nerve sample with 40x objective as a 4 planes stack (1 µm Z‐step). The number of positively stained nuclei and of the total nuclei (Hoechst‐stained) was manually counted from maximum projection images exploiting Fiji software. For MBP staining and the count of peripherin‐positive axons, the entire transversal sciatic nerve cryosection was acquired with the *navigator* function of the confocal microscope with a 40x objective. Motor axons were counted manually, excluding non‐countable regions and sensory axons present in Remak fibers bundles, then the number of axons was normalized only over the analyzed area (µm^2^).

### Statistical Analysis

All statistical data were analyzed using GraphPad Prism 10.1.1. Unpaired two‐tailed Student's *t*‐test or unpaired two‐tailed Mann‐Whitney test were used for comparisons between the two groups. One‐way and two‐way analysis of variants (ANOVA) were used for comparisons between more than two groups. Statistical significance was set at *P* < 0.05. All histograms displayed individual values and data were shown as mean ± SEM. The number of biological replicates, *n*, was always greater than three. The specific statistical test, sample size, and probability value for each experiment can be found in the related figure legend.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

M.C. designed the study, acquired funding, and supervised the analysis. L.G. supervised mouse line production and performed most of the experiments and relative analyses. L.R. performed behavioral and immunofluorescence analyses during the revision. S.B., L.P., and A.C. performed and analyzed transcriptomic data; R.D. contributed to behavioral and biochemical analysis. G.R., F.Z., and L.M. designed, performed, and analyzed DRG studies. S.N. and A.M. performed electrophysiological analyses. S.C. contributed to immunofluorescence analysis. D.B. and P.B. managed mouse colonies; L.G. and M.C. wrote the original draft; all the other authors contributed to the final revision of the manuscript.

## Supporting information

Supporting Information

Supplemental Video 1

Supplemental Video 2

Supplemental Video 3

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo, reference number 247435.

## References

[1] M. R. Freeman , Curr. Opin. Neurobiol. 2006, 16, 119.16387489 10.1016/j.conb.2005.12.004

[2] K.‐A. Nave , B. D. Trapp , Annu. Rev. Neurosci. 2008, 31, 535.18558866 10.1146/annurev.neuro.30.051606.094309

[3] C. Taveggia , G. Zanazzi , A. Petrylak , H. Yano , J. Rosenbluth , S. Einheber , X. Xu , R. M. Esper , J. A. Loeb , P. Shrager , M. V. Chao , D. L. Falls , L. Role , J. L. Salzer , Neuron 2005, 47, 681.16129398 10.1016/j.neuron.2005.08.017PMC2387056

[4] A. Woodhoo , M. B. D. Alonso , A. Droggiti , M. Turmaine , M. D'Antonio , D. B. Parkinson , D. K. Wilton , R. Al‐Shawi , P. Simons , J. Shen , F. Guillemot , F. Radtke , D. Meijer , M. L. Feltri , L. Wrabetz , R. Mirsky , K. R. Jessen , Nat. Neurosci. 2009, 12, 839.19525946 10.1038/nn.2323PMC2782951

[5] M. L. Feltri , Y. Poitelon , S. C. Previtali , Neuroscientist 2016, 22, 252.25686621 10.1177/1073858415572361PMC5181106

[6] K. R. Jessen , R. Mirsky , Nat. Rev. Neurosci. 2005, 6, 671.16136171 10.1038/nrn1746

[7] C. B. Reed , M. L. Feltri , E. R. Wilson , J. Anat. 2022, 241, 1219.34131911 10.1111/joa.13484PMC8671569

[8] K.‐A. Nave , Nature 2010, 468, 244.21068833 10.1038/nature09614

[9] S. Y. Jang , Y. K. Shin , S. Y. Park , J. Y. Park , S.‐H. Rha , J. K. Kim , H. J. Lee , H. T. Park , PLoS One 2015, 10, e0116624.25581066 10.1371/journal.pone.0116624PMC4291222

[10] J. Belgrad , R. De Pace , R. D. Fields , J. Neurosci. 2020, 40, 256.31744863 10.1523/JNEUROSCI.1066-19.2019PMC6948934

[11] M. Haidar , V. Timmerman , Front. Mol. Neurosci. 2017, 10, 143.28553203 10.3389/fnmol.2017.00143PMC5425483

[12] A. M. Rossor , J. M. Polke , H. Houlden , M. M. Reilly , Nat. Rev. Neurol. 2013, 9, 562.24018473 10.1038/nrneurol.2013.179

[13] J. R. Edgar , A. K. Ho , M. Laurá , R. Horvath , M. M. Reilly , J. P. Luzio , R. C. Roberts , Acta Neuropathol. Commun. 2020, 8, 165.33059769 10.1186/s40478-020-01043-zPMC7559459

[14] R. Markworth , M. Bähr , K. Burk , Front. Mol. Neurosci. 2021, 14, 695294.34483837 10.3389/fnmol.2021.695294PMC8415527

[15] A. Ruck , J. Attonito , K. T. Garces , L. Núnez , N. J. Palmisano , Z. Rubel , Z. Bai , K. C. Q. Nguyen , L. Sun , B. D. Grant , D. H. Hall , A. Meléndez , Autophagy 2011, 7, 386.21183797 10.4161/auto.7.4.14391PMC3108013

[16] E. Wirawan , S. Lippens , T. Vanden Berghe , A. Romagnoli , G. M. Fimia , M. Piacentini , P. Vandenabeele , Autophagy 2012, 8, 6.22170155 10.4161/auto.8.1.16645

[17] N. C. McKnight , Y. Zhong , M. S. Wold , S. Gong , G. R. Phillips , Z. Dou , Y. Zhao , N. Heintz , W.‐X. Zong , Z. Yue , PLoS Genet. 2014, 10, e1004626.25275521 10.1371/journal.pgen.1004626PMC4183436

[18] S. Noguchi , S. Honda , T. Saitoh , H. Matsumura , E. Nishimura , S. Akira , S. Shimizu , Commun. Biol. 2019, 2, 37.30701202 10.1038/s42003-018-0279-0PMC6347619

[19] H. Tang , S. Sebti , R. Titone , Y. Zhou , C. Isidoro , T. S. Ross , H. Hibshoosh , G. Xiao , M. Packer , Y. Xie , B. Levine , EBioMedicine 2015, 2, 255.25825707 10.1016/j.ebiom.2015.01.008PMC4376376

[20] G. Valente , F. Morani , G. Nicotra , N. Fusco , C. Peracchio , R. Titone , O. Alabiso , R. Arisio , D. Katsaros , C. Benedetto , C. Isidoro , Biomed Res. Int. 2014, 2014, 1.10.1155/2014/462658PMC412724225136588

[21] H. Zhu , L. He , Curr. Cardiol. Rev. 2015, 11, 229.25373623 10.2174/1573403X10666141106104606PMC4558354

[22] P. A. Jaeger , T. Wyss‐Coray , Arch. Neurol. 2010, 67, 1181.20937944 10.1001/archneurol.2010.258

[23] G. Bieri , K. M. Lucin , C. E. O'Brien , H. Zhang , S. A. Villeda , T. Wyss‐Coray , Mol. Neurodegenerat. 2018, 13, 68.10.1186/s13024-018-0302-4PMC631096730594228

[24] Z. Yue , S. Jin , C. Yang , A. J. Levine , N. Heintz , Proc. Nat. Acad. Sci. USA 2003, 100, 15077.14657337 10.1073/pnas.2436255100PMC299911

[25] M. L. Feltri , D. G. Porta , S. C. Previtali , A. Nodari , B. Migliavacca , A. Cassetti , A. Littlewood‐Evans , L. F. Reichardt , A. Messing , A. Quattrini , U. Mueller , L. Wrabetz , J. Cell Biol. 2002, 156, 199.11777940 10.1083/jcb.200109021PMC2173589

[26] N. C. McKnight , Z. Yue , Curr. Pathobiol. Rep. 2013, 1, 231.24729948 10.1007/s40139-013-0028-5PMC3979578

[27] K. R. Jessen , R. Mirsky , Front. Mol. Neurosci. 2019, 12, 69.30971890 10.3389/fnmol.2019.00069PMC6443887

[28] A. Balakrishnan , L. Belfiore , T.‐H. Chu , T. Fleming , R. Midha , J. Biernaskie , C. Schuurmans , Front. Mol. Neurosci. 2021, 13, 608442.33568974 10.3389/fnmol.2020.608442PMC7868393

[29] J. L. Salzer , Cold Spring Harb Perspect. Biol. 2015, 7, a020529.26054742 10.1101/cshperspect.a020529PMC4526746

[30] S. L. Roberts , X.‐P. Dun , R. D. S. Doddrell , T. Mindos , L. K. Drake , M. W. Onaitis , F. Florio , A. Quattrini , A. C. Lloyd , M. D'Antonio , D. B. Parkinson , Development 2017, 144, 3114.28743796 10.1242/dev.150656PMC5611958

[31] F. Florio , C. Ferri , C. Scapin , M. L. Feltri , L. Wrabetz , M. D'Antonio , J. Neurosci. 2018, 38, 4275.29610440 10.1523/JNEUROSCI.0201-18.2018PMC6596005

[32] K. R. Jessen , R. Mirsky , Glia 2008, 56, 1552.18803323 10.1002/glia.20761

[33] P. J. Arthur‐Farraj , M. Latouche , D. K. Wilton , S. Quintes , E. Chabrol , A. Banerjee , A. Woodhoo , B. Jenkins , M. Rahman , M. Turmaine , G. K. Wicher , R. Mitter , L. Greensmith , A. Behrens , G. Raivich , R. Mirsky , K. R. Jessen , Neuron 2012, 75, 633.22920255 10.1016/j.neuron.2012.06.021PMC3657176

[34] H. T. Park , J. K. Kim , N. Tricaud , Glia 2019, 67, 571.30378179 10.1002/glia.23509

[35] J. L. Shadrach , W. M. Stansberry , A. M. Milen , R. E. Ives , E. A. Fogarty , A. Antonellis , B. A. Pierchala , iScience 2021, 24, 102700.34235408 10.1016/j.isci.2021.102700PMC8246596

[36] Y. Zhang , L. Xu , X. Li , Z. Chen , J. Chen , T. Zhang , X. Gu , J. Yang , iScience 2022, 25, 104917.36051182 10.1016/j.isci.2022.104917PMC9424597

[37] A. Kritis , D. Kapoukranidou , B. Michailidou , A. Hatzisotiriou , M. Albani , Hippokratia 2010, 14, 37.20411058 PMC2843569

[38] G. Ronchi , G. Gambarotta , F. Di Scipio , P. Salamone , A. E. Sprio , F. Cavallo , I. Perroteau , G. N. Berta , S. Geuna , PLoS One 2013, 8, e56282.23437108 10.1371/journal.pone.0056282PMC3578860

[39] M. Y. Jin , T. E. Weaver , A. Farris , M. Gupta , A. Abd‐Elsayed , Biomedicines 2023, 11, 1145.37189763 10.3390/biomedicines11041145PMC10135453

[40] K. Ren , R. Dubner , Nat. Med. 2010, 16, 1267.20948535 10.1038/nm.2234PMC3077564

[41] M. Bosch‐Queralt , R. Fledrich , R. M. Stassart , Neurobiol. Disease 2023, 176, 105952.10.1016/j.nbd.2022.10595236493976

[42] K. Meller , Cell Tissue Res. 1989, 256, 283.2731217 10.1007/BF00218885

[43] I. P. Johnson , T. A. Sears , Neuroscience 2013, 228, 163.23079627 10.1016/j.neuroscience.2012.10.015

[44] M. J. Groves , F. Scaravilli , in Peripheral Neuropathy, Elsevier, Amsterdam New York, 2005, p. 683.

[45] S. L. Martin , A. J. Reid , A. Verkhratsky , V. Magnaghi , A. Faroni , Neural. Regen. Res. 2019, 14, 939.30761997 10.4103/1673-5374.250566PMC6404509

[46] W. Renthal , I. Tochitsky , L. Yang , Y.‐C. Cheng , E. Li , R. Kawaguchi , D. H. Geschwind , C. J. Woolf , Neuron 2020, 108, 128.32810432 10.1016/j.neuron.2020.07.026PMC7590250

[47] A. L. Marat , V. Haucke , EMBO J. 2016, 35, 561.26888746 10.15252/embj.201593564PMC4801949

[48] Y. Posor , W. Jang , V. Haucke , Nat. Rev. Mol. Cell Biol. 2022, 23, 797.35589852 10.1038/s41580-022-00490-xPMC9117997

[49] F. Blondeau , J. Laporte , S. Bodin , G. Superti‐Furga , B. Payrastre , J. L. Mandel , Hum. Mol. Genet. 2000, 9, 2223.11001925 10.1093/oxfordjournals.hmg.a018913

[50] A. Levina , K. D. Fleming , J. E. Burke , T. A. Leonard , Nat. Commun. 2022, 13, 1874.35387990 10.1038/s41467-022-29368-4PMC8986801

[51] M. A. Chernousov , W.‐M. Yu , Z.‐L. Chen , D. J. Carey , S. Strickland , Glia 2008, 56, 1498.18803319 10.1002/glia.20740

[52] M. L. Feltri , U. Suter , J. B. Relvas , Glia 2008, 56, 1508.18803320 10.1002/glia.20752PMC2615182

[53] P. Berger , A. Niemann , U. Suter , Glia 2006, 54, 243.16856148 10.1002/glia.20386

[54] J. A. Gomez‐Sanchez , L. Carty , M. Iruarrizaga‐Lejarreta , M. Palomo‐Irigoyen , M. Varela‐Rey , M. Griffith , J. Hantke , N. Macias‐Camara , M. Azkargorta , I. Aurrekoetxea , V. G. De Juan , H. B. J. Jefferies , P. Aspichueta , F. Elortza , A. M. Aransay , M. L. Martínez‐Chantar , F. Baas , J. M. Mato , R. Mirsky , A. Woodhoo , K. R. Jessen , J. Cell Biol. 2015, 210, 153.26150392 10.1083/jcb.201503019PMC4494002

[55] R. A. Frake , T. Ricketts , F. M. Menzies , D. C. Rubinsztein , J. Clin. Invest. 2015, 125, 65.25654552 10.1172/JCI73944PMC4382230

[56] F. M. Menzies , A. Fleming , D. C. Rubinsztein , Nat. Rev. Neurosci. 2015, 16, 345.25991442 10.1038/nrn3961

[57] Y. Son , Y. K. Cho , A. Saha , H.‐J. Kwon , J.‐H. Park , M. Kim , Y.‐S. Jung , S.‐N. Kim , C. Choi , J.‐K. Seong , R. B. Burl , J. G. Granneman , Y.‐H. Lee , Mol. Metab. 2020, 39, 101005.32344065 10.1016/j.molmet.2020.101005PMC7235646

[58] M. Simons , J. Trotter , Curr. Opin. Neurobiol. 2007, 17, 533.17923405 10.1016/j.conb.2007.08.003

[59] G. Chen , Z. Zhang , Z. Wei , Q. Cheng , X. Li , W. Li , S. Duan , X. Gu , Glia 2012, 60, 295.22042600 10.1002/glia.21263

[60] A. M. Logan , A. E. Mammel , D. C. Robinson , A. L. Chin , A. F. Condon , F. L. Robinson , Glia 2017, 65, 1452.28617998 10.1002/glia.23173PMC5818149

[61] D. Gerber , M. Ghidinelli , E. Tinelli , C. Somandin , J. Gerber , J. A. Pereira , A. Ommer , G. Figlia , M. Miehe , L. G. Nägeli , V. Suter , V. Tadini , P. N. Sidiropoulos , C. Wessig , K. V. Toyka , U. Suter , eLife 2019, 8, e42404.30648534 10.7554/eLife.42404PMC6335055

[62] A.‐C. Durieux , B. Prudhon , P. Guicheney , M. Bitoun , J. Mol. Med. 2010, 88, 339.20127478 10.1007/s00109-009-0587-4

[63] A. Raimondi , S. M. Ferguson , X. Lou , M. Armbruster , S. Paradise , S. Giovedi , M. Messa , N. Kono , J. Takasaki , V. Cappello , E. O'Toole , T. A. Ryan , P. De Camilli , Neuron 2011, 70, 1100.21689597 10.1016/j.neuron.2011.04.031PMC3190241

[64] S. M. Ferguson , P. De Camilli , Nat. Rev. Mol. Cell Biol. 2012, 13, 75.22233676 10.1038/nrm3266PMC3519936

[65] D. Klein , R. Martini , Brain Res. 2016, 1641, 130.26631844 10.1016/j.brainres.2015.11.033

[66] N. Tricaud , H. T. Park , Cell. Mol. Life Sci. 2017, 74, 4049.28600652 10.1007/s00018-017-2565-2PMC5641270

[67] G. K. Tofaris , P. H. Patterson , K. R. Jessen , R. Mirsky , J. Neurosci. 2002, 22, 6696.12151548 10.1523/JNEUROSCI.22-15-06696.2002PMC6758146

[68] J. A. Lindborg , M. Mack , R. E. Zigmond , J. Neurosci. 2017, 37, 10258.28912156 10.1523/JNEUROSCI.2085-17.2017PMC5656991

[69] A. L. Kalinski , C. Yoon , L. D. Huffman , P. C. Duncker , R. Kohen , R. Passino , H. Hafner , C. Johnson , R. Kawaguchi , K. S. Carbajal , J. S. Jara , E. Hollis , D. H. Geschwind , B. M. Segal , R. J. Giger , eLife 2020, 9, e60223.33263277 10.7554/eLife.60223PMC7735761

[70] J. M. Vicencio , C. Ortiz , A. Criollo , A. W. E. Jones , O. Kepp , L. Galluzzi , N. Joza , I. Vitale , E. Morselli , M. Tailler , M. Castedo , M. C. Maiuri , J. Molgó , G. Szabadkai , S. Lavandero , G. Kroemer , Cell Death Differ. 2009, 16, 1006.19325567 10.1038/cdd.2009.34

[71] L. S. Sherman , T. A. Rizvi , S. Karyala , N. Ratner , J. Cell Biol. 2000, 150, 1071.10973996 10.1083/jcb.150.5.1071PMC2175255

[72] H. Tsujino , E. Kondo , T. Fukuoka , Y. Dai , A. Tokunaga , K. Miki , K. Yonenobu , T. Ochi , K. Noguchi , Mol. Cell. Neurosci. 2000, 15, 170.10673325 10.1006/mcne.1999.0814

[73] K. R. Moss , T. S. Bopp , A. E. Johnson , A. Höke , Neurosci. Lett. 2021, 744, 135595.33359733 10.1016/j.neulet.2020.135595PMC7852893

[74] H. Franssen , Adv. Exp. Med. Biol. 2019, 1190, 85.31760640 10.1007/978-981-32-9636-7_7

[75] B. Beirowski , E. Babetto , J. P. Golden , Y.‐J. Chen , K. Yang , R. W. Gross , G. J. Patti , J. Milbrandt , Nat. Neurosci. 2014, 17, 1351.25195104 10.1038/nn.3809PMC4494117

[76] J. Groh , H. C. Friedman , N. Orel , C. W. Ip , S. Fischer , I. Spahn , E. Schäffner , M. Hörner , D. Stadler , M. Buttmann , C. Varallyay , L. Solymosi , M. Sendtner , A. C. Peterson , R. Martini , Hum. Mol. Genet. 2016, 25, 4686.28173160 10.1093/hmg/ddw296

[77] L. Bosco , Y. M. Falzone , S. C. Previtali , Brain Sci. 2021, 11, 1237.34573256 10.3390/brainsci11091237PMC8465478

[78] V. Fridman , M. A. Saporta , Neurotherapeutics 2021, 18, 2236.34750751 10.1007/s13311-021-01145-zPMC8804145

[79] E. J. Hutton , L. Carty , M. Laurá , H. Houlden , M. P. T. Lunn , S. Brandner , R. Mirsky , K. Jessen , M. M. Reilly , J. Peripher. Nervous Syst. 2011, 16, 295.10.1111/j.1529-8027.2011.00360.x22176144

[80] R. Martini , D. Klein , J. Groh , Am. J. Pathol. 2013, 183, 655.23831295 10.1016/j.ajpath.2013.06.002

[81] J. Hantke , L. Carty , L. J. Wagstaff , M. Turmaine , D. K. Wilton , S. Quintes , M. Koltzenburg , F. Baas , R. Mirsky , K. R. Jessen , Brain 2014, 137, 2922.25216747 10.1093/brain/awu257PMC4208468

[82] L. Daboussi , G. Costaguta , M. Gullo , N. Jasinski , V. Pessino , B. O'Leary , K. Lettieri , S. Driscoll , S. L. Pfaff , Cell Rep. 2023, 42, 113282.38007688 10.1016/j.celrep.2023.113282PMC11034927

[83] K. M. Brennan , Y. Bai , M. E. Shy , Neurosci. Lett. 2015, 596, 14.25625223 10.1016/j.neulet.2015.01.059

[84] R. Martini , K. V. Toyka , Lancet Neurol. 2004, 3, 457.15261606 10.1016/S1474-4422(04)00822-1

[85] R. Sivera Mascaró , T. García Sobrino , A. Horga Hernández , A. L. Pelayo Negro , A. Alonso Jiménez , A. Antelo Pose , M. D. Calabria Gallego , C. Casasnovas , C. A. Cemillán Fernández , J. Esteban Pérez , M. Fenollar Cortés , M. Frasquet Carrera , M. P. Gallano Petit , A. Giménez Muñoz , G. Gutiérrez Gutiérrez , A. Gutiérrez Martínez , R. Juntas Morales , N. L. Ciano‐Petersen , P. L. Martínez Ulloa , S. Mederer Hengstl , E. Millet Sancho , F. J. Navacerrada Barrero , F. E. Navarrete Faubel , J. Pardo Fernández , S. I. Pascual Pascual , J. Pérez Lucas , J. Pino Mínguez , M. Rabasa Pérez , M. Sánchez González , J. Sotoca , et al., Neurologia 2024, S2173.10.1016/j.nrleng.2024.02.00838431252

[86] M. B. Bunge , M. B. Clark , A. C. Dean , C. F. Eldridge , R. P. Bunge , Ann. N. Y. Acad. Sci. 1990, 580, 281.2337301 10.1111/j.1749-6632.1990.tb17937.x

[87] P. Maurel , J. L. Salzer , J. Neurosci. 2000, 20, 4635.10844033 10.1523/JNEUROSCI.20-12-04635.2000PMC6772460

[88] B. A. Heller , M. Ghidinelli , J. Voelkl , S. Einheber , R. Smith , E. Grund , G. Morahan , D. Chandler , L. Kalaydjieva , F. Giancotti , R. H. King , A. N. Fejes‐Toth , G. Fejes‐Toth , M. L. Feltri , F. Lang , J. L. Salzer , J. Cell Biol. 2014, 204, 1219.24687281 10.1083/jcb.201307057PMC3971744

[89] M. Grove , P. J. Brophy , J. Neurosci. 2014, 34, 13422.25274820 10.1523/JNEUROSCI.1764-14.2014PMC4180476

[90] L. M. Chen , D. Bailey , C. Fernandez‐Valle , J. Neurosci. 2000, 20, 3776.10804218 10.1523/JNEUROSCI.20-10-03776.2000PMC6772705

[91] Y. Benninger , T. Thurnherr , J. A. Pereira , S. Krause , X. Wu , A. Chrostek‐Grashoff , D. Herzog , K.‐A. Nave , R. J. M. Franklin , D. Meijer , C. Brakebusch , U. Suter , J. B. Relvas , J. Cell Biol. 2007, 177, 1051.17576798 10.1083/jcb.200610108PMC2064365

[92] E. Domènech‐Estévez , H. Baloui , X. Meng , Y. Zhang , K. Deinhardt , J. L. Dupree , S. Einheber , R. Chrast , J. L. Salzer , J. Neurosci. 2016, 36, 4506.27098694 10.1523/JNEUROSCI.3521-15.2016PMC4837684

[93] L. F. Castelnovo , V. Bonalume , S. Melfi , M. Ballabio , D. Colleoni , V. Magnaghi , Neural. Regen. Res. 2017, 12, 1013.28852375 10.4103/1673-5374.211172PMC5558472

[94] A. Alvarez‐Prats , I. Bjelobaba , Z. Aldworth , T. Baba , D. Abebe , Y. J. Kim , S. S. Stojilkovic , M. Stopfer , T. Balla , Cell Rep. 2018, 23, 2881.29874576 10.1016/j.celrep.2018.05.019PMC7268203

[95] T. Baba , A. Alvarez‐Prats , Y. J. Kim , D. Abebe , S. Wilson , Z. Aldworth , M. A. Stopfer , J. Heuser , T. Balla , Proc. Natl. Acad. Sci. USA 2020, 117, 28102.33106410 10.1073/pnas.2007432117PMC7668188

[96] I. Vaccari , G. Dina , H. Tronchère , E. Kaufman , G. Chicanne , F. Cerri , L. Wrabetz , B. Payrastre , A. Quattrini , L. S. Weisman , M. H. Meisler , A. Bolino , PLoS Genet. 2011, 7, e1002319.22028665 10.1371/journal.pgen.1002319PMC3197679

[97] I. Vaccari , A. Carbone , S. C. Previtali , Y. A. Mironova , V. Alberizzi , R. Noseda , C. Rivellini , F. Bianchi , U. Del Carro , M. D'Antonio , G. M. Lenk , L. Wrabetz , R. J. Giger , M. H. Meisler , A. Bolino , Hum. Mol. Genet. 2015, 24, 383.25187576 10.1093/hmg/ddu451PMC4275070

[98] C. Bucci , O. Bakke , C. Progida , Prog. Neurobiol. 2012, 99, 191.22465036 10.1016/j.pneurobio.2012.03.003PMC3514635

[99] M. Juneja , J. Burns , M. A. Saporta , V. Timmerman , J. Neurol. Neurosurg. Psychiatry 2019, 90, 58.30018047 10.1136/jnnp-2018-318834PMC6327864

[100] S. J. Tunster , Biol. Sex Diff. 2017, 8, 31.10.1186/s13293-017-0154-6PMC564590829041956

[101] V. G. Tusher , R. Tibshirani , G. Chu , Proc. Nat. Acad. Sci. USA 2001, 98, 5116.11309499 10.1073/pnas.091062498PMC33173

[102] G. Yu , L.‐G. Wang , Y. Han , Q.‐Y. He , OMICS: A J. Integrat. Biol. 2012, 16, 284.10.1089/omi.2011.0118PMC333937922455463

[103] A. Conesa , M. J. Nueda , A. Ferrer , M. Talón , Bioinformatics 2006, 22, 1096.16481333 10.1093/bioinformatics/btl056

# Supplementary material for: Schwann Cell‐Specific Ablation of Beclin 1 Impairs Myelination and Leads to Motor and Sensory Neuropathy in Mice
**Source:** Adv Sci (Weinh). 2024 Dec 16;12(5):2308965. doi: 10.1002/advs.202308965
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

**Schwann Cell-Specific Ablation of Beclin 1 Impairs Myelination and Leads to Motor and Sensory Neuropathy in Mice**

*Lisa Gambarotto, Loris Russo, Silvia Bresolin, Luca Persano, Rachele D’Amore, Giulia Ronchi, Federica Zen, Luisa Muratori, Alice Cani, Samuele Negro, Aram Megighian, Sonia Calabrò, Paola Braghetta, Dario Bizzotto and Matilde Cescon**

**Supplementary Material 1.** Three representative videos showing **(a)** a control 2-month-old mouse, **(b)** a *Becn1* cKO 2-month-old mouse with involuntary tremors and **(c)** a 6-month-old *Becn1* cKO mouse with involuntary tremors, difficulties in movements and hindlimb paresis.

**Supplementary Figure S1. (a)** Schematic representation of *Becn1* gene, either floxed (first line) or upon Cre-recombinase excision, with the consequent ablation of exons 4 to 7 (second line). Exons are represented as black boxes. **(b)** Normalized mRNA levels from RT-qPCR analyses on two different regions (exons 2-3 and exons 5-6) of *Becn1* transcript in cerebellum mRNA extract of 6-month-old control and *Becn1* cKO mice (*n* = 3 mice each group; ns, not significant; Mann-Whitney U test). **(c)** Representative western blot images of Beclin 1 (Becn1) and myelin proteins on total sciatic nerves protein extracts compared to cerebellum protein extracts in 6-month-old control, *Becn1* cHet and *Becn1* cKO mice. Vinculin (VCL) was used as loading control. ctrl, control.

**Supplementary Figure S2. (a)** Representative images of toluidine blue-stained semithin sciatic nerve transversal sections from P10, 2-month-old and 6-month-old *Becn1* cHet mice. Scale bar = 40 µm. **(b)** Representative transmission electron microscopy images of sciatic nerve transversal sections from P10, 2-month-old and 6-month-old *Becn1* cHet mice. Scale bar = 10 µm. **(c)** Representative western blot images and relative densitometric quantifications of myelin proteins on total median nerves protein extracts of 6-month-old control and *Becn1* cKO mice. Vinculin (VCL) was used as loading control (*n* = 5-6 mice each group; *, *P*<0.05; Kruskal-Wallis test with Dunn’s test for multiple comparisons). **(d)** Representative confocal immunofluorescence images for myelin basic protein (MBP, green) and peripherin (magenta) on entire transversal cryosection of sciatic nerves from 2-month-old control and *Becn1* cKO mice. Nuclei were counterstained with Hoechst (H, blue). Scale bar = 100 µm. Enlarged view of the highlighted area is provided on the right, with scale bar = 50 µm. **(e)**  Representative transmission electron microscopy images of optic nerve transversal sections from 6-month-old control, *Becn1* cHet and *Becn1* cKO mice. Scale bar = 2 µm. 2mo, 2-month-old; 6mo, 6-month-old; ctrl, control; A.U., arbitrary units.

**Supplementary Figure S3. (a)** Principal Component Analysis (PCA) of the most 5000 variables transcript clusters in P10 and 2-month-old control and *Becn1* cKO mice sciatic nerves. **(b,c)** Volcano plot of DEGs obtained from SAM analysis in *Becn1* cKO versus control mice in P10 (b) and 2-month-old samples (c). All significantly *Becn1* cKO deregulated genes are in red (upregulated) and blue (downregulated). **(d-e)** Venn-diagrams showing the numbers of down- (d) and up-regulated (e) transcripts in P10 and 2-month-old *Becn1* cKO mice sciatic nerves. **(f)** Trend gene expression of control and *Becn1* cKO genes through time for the median profile of the indicated gene numbers belonging to the nine generated time-series clusters. Red squares indicate the analyzed clusters (3 and 6). In x-axis time factor; in y-axis gene expression; line colors indicate experimental groups and average gene expression of each time-group. Dots represent individual samples. **(g)** Heatmap displaying the individual expression of the 550 genes belonging to selected clusters (red squared in (f)) in time-series analysis. 2mo, 2-month-old; ctrl, control.

**Supplementary Figure S4. (a)** Representative confocal immunofluorescence images for SOX10 (red) and SOX2 (green) on longitudinal cryosection of sciatic nerves from 2-month-old control and *Becn1* cKO mice. Nuclei were counterstained with Hoechst (blue); scale bar = 50 µm. **(b)** Representative transmission electron microscopy images of sciatic nerve transversal sections from P21 control and *Becn1* cKO mice. Scale bar = 10 µm. Inset for details of myelin membranes undergoing degradation are provided with scale bar = 2 µm. **(c)** Representative transmission electron microscopy images of sciatic nerve transversal sections from P21 *Becn1* cKO mice showing myelin exocytosis (i) and SCs and axons contacted by macrophages. Yellow asterisks indicate myelin membranes into vesicles; red arrowheads indicate macrophage podia within SC basal lamina. Scale bar = 1 µm. Ax, axon; ctrl, control; M, macrophage; SC, Schwann cell.

**Supplementary Figure S5. (a)** Representative confocal immunofluorescence images for Iba1 (green) and CD68 (yellow) on L1 DRG from 2-month-old control and *Becn1* cKO mice. Nuclei were counterstained with DAPI (blue). Arrows indicate colocalization for CD68 and Iba1 immune cell markers. Scale bar = 20 µm. ctrl, control.

**Supplementary Figure S6. (a)** Rotarod performance of 5-month-old control and *Becn1* cKO mice (n = 8 control; n = 4 *Becn1* cKO mice; **, *P*<0.05; unpaired two-tailed Student’s t-test). **(b)** Representative confocal images of NMJs labeled with BTX (red) and antibodies to synaptophysin (SYP) and peripherin (green) in tibialis anterior muscles of 2-month-old control and *Becn1* cKO mice. Three different representative innervation patterns are shown: fully innervated, partially innervated and denervated endplates. **(c)** Quantification of the proportion of innervated, partially innervated and denervated endplates in tibialis anterior muscles of 2-month-old control and *Becn1* cKO mice (multiple unpaired two-tailed Student’s T tests; n= 3 mice, each group). Scale bar = 10 µm. **(d)** Representative images of 555-bungarotoxin (BTX) stained NMJs in longitudinal cryosections of tibialis anterior muscles from 2-month-old control and *Becn1* cKO mice. White arrowheads highlight AChR cluster fragments. **(e)** Quantification of the average number of fragments per NMJ in control versus *Becn1* cKO 2-month-old mice (Mann-Whitney U test; *n* = 116-144 NMJs from 3 mice, each group). **(f)** Percentage of total NMJs displaying the number of fragments reported in the *x*-axis in control versus *Becn1* cKO 2-month-old mice (Mann-Whitney U test; *n* = 3 mice, each group). ctrl, control.

Supplementary Figure S7. (a) Representative confocal immunofluorescence images for PI3P (red) staining on longitudinal cryosections of sciatic nerves from P10 control and *Becn1* cKO mice. Nuclei were counterstained with Hoechst (blue); scale bar = 50 µm. ctrl, control.

How the deposited data were processed for this re-analysis (not part of the article)

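The data are 16 Clariom S mouse arrays of sciatic nerve RNA, 4 each from control and *Becn1* cKO mice at P10 and at 2 months. The authors normalized the scans with the robust multiarray average in Transcriptome Analysis Console 4.0.2.15, and the values used here are the resulting log2 values of 22206 transcript clusters. They were not normalized again. The scans themselves were not used here, so background signal could not be measured, and the number of arrays limits the precision. The arrays labelled wild-type were taken as the control group of the paper. All 16 arrays were used. No pair of arrays was identical, and correlations between arrays ran from 0.976 to 0.994 within groups and from 0.933 to 0.978 between groups.

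Of the transcript clusters, 19572 carry a gene symbol in the annotation used and 2634 do not. They give 19505 genes, of which 55 lie on several clusters and are represented by the cluster with the highest mean. Among the 5000 clusters with the highest variance, 4489 carry a symbol. Of 54 genes that the paper names or draws for the nerve, 4 are not under their symbol in this annotation and were not analysed here. The genome build of the annotation is not stated, so no positions are given.

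The fits were run in R 4.3.3 with limma 3.58.1. For cKO against control nerves at each age, the 8 arrays of that age were fitted with lmFit and eBayes with an intensity trend. For the interaction of genotype and age and for the changes with age, the 16 arrays were fitted with 4 group means. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, without a fold threshold. Errors in the text are SD over 4 arrays for a mean and the standard error of limma for a log2 change. The number of genes called the same way at both ages was set beside the product of the numbers of calls divided by the genes tested. Genes rising with age in control nerves alone were those with a called rise in control nerves, a called negative interaction and no called rise in cKO nerves.

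The 31 gene lists, the comparisons, the rule for the genes named and the alternatives were set before the data were examined. The lists were mitosis and cell division, DNA replication, the genes of Fig. 4d, peripheral myelin and the myelinating Schwann cell, the genes of Fig. 4e, the immature and repair Schwann cell, cholesterol synthesis, fatty acid synthesis, macrophage, neutrophil, T and NK cell, B and plasma cell, mast cell, antigen presentation, interferon response, cytokine and chemokine, synapse, axon, skeletal muscle, smooth muscle and pericyte, collagen and extracellular matrix, endothelial cell, adipocyte, red blood cell, autophagy, lysosome, phosphoinositide and PI3K/AKT/mTOR, phospholipid synthesis, Charcot-Marie-Tooth disease, and stress response and p53 targets, and 1 more that is not reported here but counts in the adjustment over lists and in the numbers of lists called. Each list was tested with camera of limma at a preset correlation of 0.01, adjusted over the lists, and the members were also counted as called over all genes and adjusted over the list alone. Over-representation among the genes rising in control nerves alone was tested with a one-sided Fisher's exact test over all genes tested. The lists stand in for Gene Ontology, Reactome and Human Phenotype Ontology sets, which were not used here. Further lists of pigment-cell genes, melanosome genes, targets of the TFEB, TFE3 and MITF factors, Schwann cell genes of any stage and resident macrophage genes were written later, and the closing section gives them.

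With an estimated correlation in place of the preset one, camera kept its calls for DNA replication, the genes of Fig. 4d and myelin at P10, for mitosis, DNA replication, T and NK cells and lysosome at 2 months, and for the interactions of the macrophage, T and NK cell, antigen presentation, phospholipid and stress lists. The median and mean of a list and the direction of its test differed in sign for some lists that were not called: the immature and repair Schwann cell list at both ages, and the T and NK cell, B and plasma cell, mast cell, antigen presentation, autophagy and stress lists at P10.

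The genes named are Becn1 and the genes the paper names for the nerve, the 10 with the largest change in each direction in each comparison among those called without overlap between the groups, the 10 with the largest interaction in each direction, and up to 4 members of each list with the smallest p. Beyond this rule, *Cplx1* and the members of the later lists were named after their values were seen.

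Alternatives to these choices were testing only the 5000 most variable transcript clusters, SAM on those clusters and on all genes with the 70 permutations of 4 against 4 arrays, a filter on dim genes, all 16 arrays in a single fit, centring each array on its median, a further quantile normalization, array weights, no intensity trend, every transcript cluster, the replicate number as a block, a log2 change of at least 1, an R-squared of at least 0.8, leaving out each array in turn, and for the lists an estimated correlation and fry. SAM was coded for this purpose, since samr was not at hand. fry tests a list against no change and camera tests it against the other genes, so their calls answer different questions. The fits were tested on simulated data made from these arrays. limma called 88.1% of genes given a log2 change of 1 at P10 and 92.5% at 2 months, and 26.9% and 29.9% of those given a change of 0.5. Of its calls, 2.7% and 5.2% were unchanged genes. The interaction was called for 74.5% of genes given a log2 value of 1, and 7.5% of its calls were unchanged. In the simulation genes with small changes were thus often missed. Few of its genes were changed, and the noise was drawn for each gene on its own. In the data 12.9% of genes were called at P10 and 34% at 2 months, so these shares need not carry over to them.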

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

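The differences between the ages and the spread of list means were tested as planned, while the tests of pigment-cell genes, skeletal muscle and Schwann cell genes of any stage were chosen after those results were seen.

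The effect of the cKO genotype differed between P10 and 2 months for 2394 genes by the interaction test of limma. Among the lists, the interaction was called upward by camera for macrophages (adjusted p = 3.58e-17), cholesterol synthesis (4.24e-13), antigen presentation (5.89e-09), the interferon response (4.59e-08), T and NK cells (1.07e-07), lysosome (1.28e-05), cytokines (2.19e-05), mitosis (0.000497), phospholipid synthesis (0.00062), stress response and p53 targets (0.0022), autophagy (0.019) and fatty acid synthesis (0.0301). It was called downward for myelin (0.00229) and synapse (0.0297). With an estimated correlation 5 of these 14 calls were kept, and the values of those lost are given below. Under other splits of the same arrays the preset correlation called a median of 10 lists and up to 20, so these adjusted p-values from camera overstate the evidence. Of 50 measured genes named by the paper, 14 had a called interaction. Positive log2 values were those of *Tlr2* (2.26), *Ccl2* (1.26), *Mki67* (0.99), *Id2* (0.98), *Tnf* (0.93), *Mag* (0.88), *Il1b* (0.84), *Tgfb1* (0.75), *Nrg1* (0.71), *Lamp1* (0.63) and *Mtmr2* (0.48), and negative values those of *Mbp* (-1.17), *Egr2* (-1.04) and *Pmp22* (-0.51).

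The adjusted p with an estimated correlation was 0.0707 for the interaction of cytokines, 0.0984 for cholesterol synthesis, 0.119 for lysosome, 0.177 for the interferon response, 0.213 for synapse, 0.338 each for fatty acid synthesis and autophagy, 0.353 for mitosis and 0.439 for myelin. Single arrays changed some of these calls. Myelin was lost without control 2-month replicate 1 (0.0506) and with fry (0.051). Fatty acid synthesis was lost without control P10 replicate 1 (0.0511), control 2-month replicate 2 (0.0648) or cKO 2-month replicate 4 (0.119), synapse without control P10 replicate 1 (0.0525), cKO P10 replicate 1 (0.0527) or cKO 2-month replicate 3 (0.0578), and autophagy without control P10 replicate 1 (0.0525). With the filter on dim genes the T and NK cell list was lost (0.2), as were fatty acid synthesis (0.213) and autophagy (0.164). Interactions were gained for skeletal muscle without control P10 replicate 2 (0.000722), cKO P10 replicate 2 (0.0369) or cKO P10 replicate 4 (0.0459), for PI3K/AKT/mTOR without control P10 replicate 2 (0.0453), cKO P10 replicate 2 (0.0497), control 2-month replicate 2 (0.0389) or cKO 2-month replicate 1 (0.0415), for neutrophils without control 2-month replicate 3 (0.0127), and without control 2-month replicate 4 for endothelial cells (0.0215), adipocytes (0.0218), axon (0.0387) and B and plasma cells (0.0411). With fry they were gained for B and plasma cells (0.0125), neutrophils (0.0255) and PI3K/AKT/mTOR (0.0278).

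The means of the 31 lists and the scores on 3 principal components make 136 groups of 4 array values, and in 8 of them, all list means, 1 array lay far from the other 3 by Dixon's test. Chance alone flags about 1 in 20 groups, here 6.8. These arrays were cKO P10 replicate 2 for DNA replication (7.41), control P10 replicate 4 (6.85) and cKO P10 replicate 4 (7.68) for macrophages, control 2-month replicate 1 for T and NK cells (4.96), cKO 2-month replicate 3 for synapse (5.71) and phospholipid synthesis (8.24), cKO 2-month replicate 1 for lysosome (9.98), and control 2-month replicate 2 for phosphoinositides and PI3K/AKT/mTOR (8.57).

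Further signals were 8 of 17 pigment-cell genes higher at P10 and 8 at 2 months, 9 of 10 resident macrophage genes lower at 2 months, 17 of 19 cholesterol synthesis genes lower at P10, 14 of 15 endothelial genes lower at P10 and 21 of 23 lysosome genes higher at 2 months.

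The pigment-cell genes were led by *Tyrp1*, *Trpm1* and *Pmel*, while 8 melanosome genes that whole melanocytes express had median log2 changes of 0.17 at P10 and 0.18 at 2 months with none called, as for *Tyr* (-0.07 and -0.20) and *Mlana* (0.14 and 0.27), which argues against melanocytes in the cKO nerves, though these 8 were picked after their values were seen and so make a weak test. More *Mitf* transcript is argued against by its log2 changes of -0.27 at P10 and -0.69 at 2 months. Activity of the TFEB, TFE3 and MITF factors, which act on lysosome genes, is a candidate explanation, with 14 of 19 further targets higher at P10 and 17 at 2 months. These targets were listed after the lysosome rise was seen and at 2 months moved beside the macrophage genes, so they add little of their own, and protein activity is not measured on arrays. In control nerves at 2 months *Tyrp1* varied from 4.57 to 11.66, and no explanation of that spread was tested.

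The skeletal muscle list was called lower at P10 by camera with the preset correlation although none of its genes was. The call ended with an estimated correlation (adjusted p = 0.743), with fry (0.521) and with the filter on dim genes (0.0556). Without control P10 replicate 4, the array with the highest mean, the adjusted p was 0.747, but without cKO P10 replicate 3 it was 0.275, and over the alternatives it ran from 4.24e-07 to 0.747. Muscle tissue carried over with that control nerve is thus a candidate explanation that cannot be told apart from a lower level in the cKO nerves, since either array ends the call. A loss that goes on to 2 months is left open too, with an adjusted p of 0.229 at that age and of 0.00213 without cKO 2-month replicate 2.

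The fall of myelin genes at 2 months (median -1.59) came beside a rise of immune genes. Fewer Schwann cells in the sampled tissue, alone, would lower Schwann cell genes of any stage about as much. Their median log2 change was 0.56 (SD 1.09 over the 11 genes), so they did not fall as a set. The list itself was not called (adjusted p = 0.217 from camera). A changed level per cell could hide a loss of cells, so the list cannot separate the 2. Dilution by immune cells as the whole cause is argued against by the 6 of these Schwann cell genes that were higher, with 3 lower. Examples are *Fabp7* (2.62) and *Gpr37l1* (0.92) against *Scn7a* (-1.55) and *S100b* (-0.81), and the same limit applies. Dilution as part of the cause is left open. All 5 lists of collagen, endothelial cells, smooth muscle, adipocytes and axons were called downward at 2 months, with medians from -0.91 to -0.10. But the same 5 lists were called downward at P10 too, with medians from -1.15 to -0.12. At that age 3 of 23 macrophage genes were higher, against 20 at 2 months. None of these calls held with an estimated correlation. The lists thus cannot tell dilution at 2 months apart from a fall already there at P10. A changed state of the Schwann cells is a further hypothesis that whole nerve does not settle, and the Schwann cell list was partly written after values of its members were seen.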

How the results depend on the processing

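The alternatives here were planned, except a log2 change of at least 1 for the genes called at both ages and the removal of single genes from lists, which were chosen after seeing the data. No result reversed. Requiring a log2 change of at least 1 left 546 genes at P10, 1359 at 2 months and 399 at both ages. With the 5000 most variable transcript clusters alone, 3680 clusters were called at 2 months (3928 with SAM), 3338 with age in control nerves and 3335 in cKO nerves. Fewer rows were tested there, and these counts are of clusters, of which 4489 carry a symbol, and not of genes. An R-squared of at least 0.8 left 270 of the genes rising in control nerves alone. With an estimated correlation, 3 lists were called at P10, 4 at 2 months and 5 for the interaction, in place of 19, 21 and 14, and the first principal component of all transcript clusters held 35.33% of the variance. The other alternatives stayed within 1.5 times, from 1681 to 3042 calls at P10 and from 5719 to 7635 at 2 months, counted in clusters where clusters were tested. With SAM on the 5000 clusters, however, 540 clusters were higher at P10 and 499 at both ages, in place of 1068 and 829 genes. Leaving out 1 array at a time gave 1988 to 2546 genes at P10, 5699 to 6705 at 2 months, 1560 to 1852 at both ages, 1732 to 2645 for the interaction, 5001 to 5733 with age in control and 4908 to 6072 in cKO nerves, 331 to 543 rising in control nerves alone, and 18 to 19, 20 to 22 and 11 to 18 lists. With the replicate number as a block, the counts were 2244, 6459, 1699, 2229, 5598, 5692 and 442 genes in that order, and 19, 21 and 14 lists. No list passed an adjusted p of 0.05 among the genes rising in control nerves alone, with the filter on dim genes or with the R-squared limit, the settings run for this test. Of 2980 values of named genes, 2908 kept their side of the threshold, 61 lost and 11 gained a call, and of 1456 list values 1363 kept it, 71 lost and 22 gained one. *Becn1* lost its call at P10 with SAM on all genes, centring, quantile normalization, no trend and the block (adjusted p from 0.00801 to 0.131 over the alternatives), and at 2 months with the block (0.00693 to 0.102). Calls were also lost without single arrays for *Atf3* (adjusted p up to 0.155), *Cxcl1* (0.0809), *S100a9* (0.0581) and *Pdpk1* (0.0646) at 2 months and for *Pxn* (0.0714) and *Tgfb1* (0.0558) at P10, and with SAM on the 5000 clusters for *Pou3f2*, *Pxn* and *Tgfb1* at P10. With all 16 arrays in a single fit *Atf3* (0.0763) and *Pdpk1* (0.0748) were lost at 2 months, as was *Atf3* without a trend (0.0669) and with every cluster (0.0526), and *Pxn* at P10 with the block (0.0712). Calls were gained for *Sox10* at P10 with array weights (0.0391) and without cKO P10 replicate 4 (0.0419), and for *Mobp* at 2 months with array weights (0.0426) and SAM on all genes. The synapse list at P10 lost its call with the filter on dim genes (0.0646), the axon list without control P10 replicate 2 (0.0697) and the Charcot-Marie-Tooth list at 2 months without control 2-month replicate 1 (0.0678) or 2 (0.0538) or cKO 2-month replicate 4 (0.0508). The T and NK cell list at 2 months was lost with that filter (0.102), as were cytokines (0.0691), autophagy and PI3K/AKT/mTOR (0.203 each), Charcot-Marie-Tooth (0.068) and stress (0.062), and the interferon list at P10 was called without control P10 replicate 4 (0.00409). With fry the adipocyte list at 2 months was lost (0.0904), and B and plasma cells (0.00736), the genes of Fig. 4e (0.00423) and phospholipid synthesis (0.0312) were gained. With the preset correlation the macrophage list at P10 kept its call without *Gpnmb* (0.00527) and the phospholipid list without *Mboat1* (0.0265). The full lists lost these calls with an estimated correlation (0.278 and 0.106). Where no reason is given, the cause was not tested.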

Differences from the paper's values

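The setting of a log2 change of at least 1 was added after seeing the data for the genes called at single and at both ages, and was planned for the counts at each age. The paper reports 718 genes changed at P10, and 2519 were called here. The paper's value at 2 months is 1851, against 6622 here. Of the alternatives set before the data were examined, only a log2 change of at least 1 came within 1.5 times of the paper's counts, with 546 genes at P10 and 1359 at 2 months. SAM on the 5000 most variable transcript clusters, coded here after the procedure the paper names, gave 1681 and 3928 clusters. The paper used more permutations, but 70 are all the distinct ones that groups of this size allow. The constant that SAM adds to each standard error came out at 2.375 at P10 and 2.529 at 2 months on these clusters. On all genes it was 0.2541 and 0.1713. The larger constants make the ranking lean more on the size of a change, and samr itself was not run, so the paper's procedure may not have been repeated. The part that this constant plays in the gap to the paper's counts was not tested. All other alternatives and the fits without 1 array differed as well. The paper states a false discovery rate under 0.05 and no fold threshold.

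The counts at single ages are taken by direction, so they include genes called the other way at the other age. For genes lower at P10 alone the paper's value is 146 and 428 were found here (101 with a log2 change of at least 1, chosen after seeing the values, and no setting fixed beforehand came within 1.5 times). The paper reports 330 genes lower at both ages and 1023 were found here, and no alternative came within 1.5 times (217 with that setting). For those lower at 2 months alone the paper's value is 476 and 1999 were found here (424 with that setting). The paper reports 32 genes higher at P10 alone and 239 were found here. SAM on the 5000 clusters, set beforehand, gave 41 clusters, and the fold setting 46 genes. The paper's value for genes higher at both ages is 210, against 829 here (182 with that setting). For those higher at 2 months alone the paper reports 825 and 2771 were found here. Testing the 5000 clusters, also set beforehand, gave 1048 clusters, while the fold setting gave 536 genes.

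The paper states that *Myrf* is lower in cKO nerves, and here it was 0.05 at P10 and -0.16 at 2 months, with no call under any setting, while *Egr2* and *Myrfl* were lower at both ages. It states that *Tfap2a* and *Pax3* are overexpressed at P10, where they were 0.46 and 0.33 here. Over all genes neither was called at P10 under any setting (adjusted p from 0.0775 to 0.292 and from 0.0801 to 0.427 from limma). Both were called at 2 months. Adjusted over the genes of Fig. 4e alone, 6 were higher at P10 in place of 4, and by the order of p *Tfap2a* is among them. The paper names *Pou3f2* as still high in adult nerves. Here its log2 value at 2 months was 0.15, not called under any setting (0.219 to 0.792), while it was called at P10. Of the genes of Fig. 4d, most were lower, and *Mog* and *Mpzl3* were not.

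From gene set enrichment of its changed genes, the paper states that immune gene sets are absent at P10. Lists written by hand were tested here, so the measures are unlike. The macrophage list was called at P10 (adjusted p = 0.000437 from camera, 0.278 with an estimated correlation), with 3 of 23 genes called. The interferon list was called only without control P10 replicate 4 (0.00409), and the other 6 immune lists were not called. The paper lists muscle contraction among the lower sets in adults. Here the skeletal muscle list was not called at 2 months (0.229) except without cKO 2-month replicate 2 (0.00213), while smooth muscle was lower (0.000121, and 0.242 with an estimated correlation). It finds phospholipid and extracellular matrix terms among genes rising in control nerves alone. Neither list was over-represented here, nor with the filter on dim genes or the R-squared limit, the only other settings run. With 0.75 and 0.7 members expected, the test had little power. The lists and the genes selected are also not the terms and clusters of the paper, so this does not speak against its finding. The thresholds differ, since the paper selected these terms at an adjusted p under 0.1, and at that limit the synapse list passes here. The paper reports less cdc42 protein in median nerves at 2 months, while the arrays hold transcripts of sciatic nerves, so the samples are unlike. The transcript *Cdc42* was -0.04 at 2 months (adjusted p = 0.743). At P10 it was not called (adjusted p = 0.0756), but was lower with the filter on dim genes (0.0425), all 16 arrays in a single fit (0.0182), array weights (0.0156), and without control P10 replicate 4 (0.00946) or cKO P10 replicate 4 (0.0367). The paper reports more MTM1 protein at 2 months, again in median nerves, and the transcript *Mtm1* was not called here in sciatic nerves at that age (adjusted p from 0.0553 to 0.272 over the settings of limma), while SAM called it higher on both sets of genes.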

Other observations

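The tests of splits with an estimated correlation and with the additive part kept, and the lists of resident macrophages and of TFEB, TFE3 and MITF targets, were chosen after the results were seen.

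Genes of cholesterol synthesis were lower at P10 in cKO nerves, with 17 of 19 called and none higher (18 adjusted over the list alone). *Lss* changed by -1.38, *Idi1* by -1.21, *Hmgcs1* by -1.16 and *Hsd17b7* by -0.99, with an adjusted p of 1.27e-16 from camera (0.0586 with an estimated correlation). At 2 months 6 were higher and 5 lower (7 and 5 adjusted over the list alone, adjusted p = 0.541), with *Dhcr7* at 1.05, *Insig1* at 0.73 and *Hmgcs1* at -0.91. Of 14 fatty acid synthesis genes, 9 were lower and 1 higher at P10 (10 and 1 adjusted over the list alone), led by *Elovl6* (-1.33) and *Elovl1* (-1.32), with an adjusted p of 1.92e-06 (0.0586 with an estimated correlation), and 6 were lower and 4 higher at 2 months (6 and 4 adjusted over the list alone, adjusted p = 0.279). Lysosome genes rose at both ages, at 2 months beside the rise of macrophage genes, whose cells are rich in lysosomes, with 15 of 23 higher and 1 lower at P10 (17 and 2 adjusted over the list alone, adjusted p = 3.99e-10, and 0.087 with an estimated correlation) and 21 higher at 2 months (22 adjusted over the list alone, adjusted p = 1.82e-13, and 0.0159 with an estimated correlation). *Cd63* rose by 1.70 and 1.86 and *Hexa*, a hexosaminidase gene, by 1.18 and 1.78. Of 19 targets of the TFEB, TFE3 and MITF factors that stand in no other list, 14 were higher at P10 (14 adjusted over the list alone) and 17 at 2 months (18), with *Fnip2* at 0.94 and 1.30 and *Clcn7* at 0.86 and 1.35.

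Of 30 autophagy genes, 3 were higher and 3 lower at P10 (3 and 4 adjusted over the list alone, adjusted p = 0.865 from camera), and 11 were higher and 3 lower at 2 months (12 and 3 adjusted over the list alone, adjusted p = 0.0208, and 0.407 with an estimated correlation). *Map1lc3b* rose by 0.46 and *Lamp1* by 0.72 at 2 months, and *Gabarapl1* by 0.87 at P10. Endothelial genes fell, with 14 of 15 lower at P10 (14 adjusted over the list alone, adjusted p = 1.14e-12, and 0.0586 with an estimated correlation) and 7 at 2 months (7 adjusted over the list alone, adjusted p = 0.00097, and 0.275 with an estimated correlation), such as *Pecam1* (-0.88) and *Kdr* (-0.88) at P10. Of 14 adipocyte genes, 10 were lower at P10 (14 adjusted over the list alone, adjusted p = 1.3e-12, and 0.0586 with an estimated correlation) and 7 at 2 months (8 adjusted over the list alone, adjusted p = 0.00231, and 0.429 with an estimated correlation), with *Adipoq* at -1.76 and -1.51. Of 19 stress and p53 genes, 4 were higher and 2 lower at P10 (5 and 2 adjusted over the list alone, adjusted p = 0.725), where *Cdkn1a* changed by -1.77, and 10 were higher and 2 lower at 2 months (10 and 2 adjusted over the list alone, adjusted p = 0.00385, and 0.148 with an estimated correlation), with *Gadd45a* at 1.66 and *Eda2r* at 1.37. Of 3 red blood cell genes none was called at P10 (adjusted p = 0.814) and *Alas2* was lower by a log2 value of -0.82 at 2 months (adjusted p = 0.183 for the list, 1 lower adjusted over the list alone). *Nrg1* rose by 1.19 at P10 and 1.90 at 2 months.

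The genes listed here as resident macrophage genes went against most other macrophage genes at 2 months, with 9 of 10 lower (9 adjusted over the list alone, adjusted p = 5.12e-06 from camera, and 0.177 with an estimated correlation). The list is a choice of markers, and its fall does not show that all macrophages resident in the nerve declined. *Mgl2* changed by -2.23, *Cd163* by -1.84, *F13a1* by -1.35 and *Folr2* by -1.09. At P10, 1 was lower over all genes, *Lyve1* (-0.51), and none adjusted over the list alone. *Cd163* and *Mrc1* also stand in the macrophage list.

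Other splits of the same arrays into groups of the same sizes were fitted in the same way. More genes were called than under any other split at P10 (2519 against at most 3) and at 2 months (6622 against 3). The same held with age in control nerves (5657 against 8) and in cKO nerves (5835 against 0). This argues against chance, though no share under 1 of 35 splits can be reached. Mixed splits also leave the real effect in the spread within groups. For genes at both ages (1852 against 0) the test adds little, since the other splits called at most 3 genes at either age. Chance was not excluded by this test for the interaction (2394 against 4636) or for the genes rising in control nerves alone (455 against 1311). The other splits that called as many kept or wholly turned over the 2-month genotypes while mixing those of P10, so that the effect of genotype counted as an interaction, which points to a structure of the samples. With the additive part of genotype and age kept and only the residuals permuted, no permutation reached either count (2394 against 121 and 455 against 71). This argues against chance for both. For the lists at 2 months the real count was the highest, but by 1 list (21 against 20, with a median of 8.5 over the other splits), a margin too small to rest on. Chance was not excluded for the lists at P10 (19 against 19, with a median of 4) or for their interaction (14 against 20, with a median of 10). With an estimated correlation, chosen after the counts were seen, no other split called a list at P10 (3 against 0) or 2 months (4 against 0), while the interaction only tied with another split (5 against 5, reached by 2 of 100 splits), which is weak ground against chance. As large a count as the real one, itself included, was reached by 1 of 35 splits for the genes at each age and with age, for the lists at 2 months and for those at each age with an estimated correlation, 1 of 100 at both ages, 5 of 100 for the interaction and the genes rising in control nerves alone, 2 of 35 for the lists at P10 and 29 of 100 for their interaction.

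The replicate numbers did not pair the arrays of the groups. Correlations between control and cKO arrays of the same number, after removal of the group means, ran from -0.15 to 0.19 at P10 and from 0.03 to 0.10 at 2 months.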
